# Developmental RNA-Seq transcriptomics of haploid germ cells and spermatozoa uncovers novel pathways associated with teleost spermiogenesis

**DOI:** 10.1038/s41598-022-18422-2

**Published:** 2022-08-19

**Authors:** Júlia Castro-Arnau, François Chauvigné, Jessica Gómez-Garrido, Anna Esteve-Codina, Marc Dabad, Tyler Alioto, Roderick Nigel Finn, Joan Cerdà

**Keywords:** Reproductive biology, Transcriptomics

## Abstract

In non-mammalian vertebrates, the molecular mechanisms involved in the transformation of haploid germ cells (HGCs) into spermatozoa (spermiogenesis) are largely unknown. Here, we investigated this process in the marine teleost gilthead seabream (*Sparus aurata*) through the examination of the changes in the transcriptome between cell-sorted HGCs and ejaculated sperm (SPZ_EJ_). Samples were collected under strict quality controls employing immunofluorescence microscopy as well as by determining the sperm motion kinematic parameters by computer-assisted sperm analysis. Deep sequencing by RNA-seq identified a total of 7286 differentially expressed genes (DEGs) (*p*-value < 0.01) between both cell types, of which nearly half were upregulated in SPZ_EJ_ compared to HCGs. In addition, approximately 9000 long non-coding RNAs (lncRNAs) were found, of which 56% were accumulated or emerged de novo in SPZ_EJ_. The upregulated transcripts are involved in transcriptional and translational regulation, chromatin and cytoskeleton organization, metabolic processes such as glycolysis and oxidative phosphorylation, and also include a number of ion and water channels, exchangers, transporters and receptors. Pathway analysis conducted on DEGs identified 37 different signaling pathways enriched in SPZ_EJ_, including 13 receptor pathways, from which the most predominant correspond to the chemokine and cytokine, gonadotropin-releasing hormone receptor and platelet derived growth factor signaling pathways. Our data provide new insight into the mRNA and lncRNA cargos of teleost spermatozoa and uncover the possible involvement of novel endocrine mechanisms during the differentiation and maturation of spermatozoa.

## Introduction

The developmental remodeling of haploid germ cells (HGCs) into highly polarized spermatozoa capable of motility activation and fertilization is an evolutionary conserved mechanism of male gamete formation^1^. In both mammals and fishes, this spermiogenic differentiation process typically results in the elimination of cytoplasm and organelles together with the morphogenesis of three major compartments, the head containing a condensed haploid nucleus, a mid-section containing the proximal centriole together with one or more mitochondria, and the terminal region composed of an elongated flagellum or flagella^2,3^. Although a variety of specializations evolved in the different lineages, such as the acystic and cystic cellular environments in which mammalian and piscine spermatogenesis respectively progresses, and the absence of an acrosome in most teleost spermatozoa, the overall spermatazoon bauplan is conserved. Similarly, in both lineages, the major endocrine mediators of spermatogenesis are the pituitary follicle-stimulating (FSH) and luteinizing (LH) gonadotropins, that are induced by hypothalamic gonadotropin releasing hormones (GnRH)^4–6^. The LH regulates spermiogenesis indirectly through its cognate LH/choriogonadotropin receptor (LHCGR) to stimulate androgen secretion in the somatic Leydig cells, or also directly through the activation of the LHCGR in the spermatids of teleost fishes^2,4,7^. An understanding of which signaling pathways are activated in the developing germ cells can reveal the conserved or divergent nature of molecular mechanisms regulating vertebrate spermiogenesis and further uncover novel traits associated with spermatozoon formation and fertility.

In mammals, such as boars, bulls, stallions, rodents and primates, transcriptomic studies of spermatozoa or sperm have identified populations of RNAs associated with fertility or that are important for subsequent embryonic development^8–14^. Intricate single-cell RNA-seq studies of cell-sorted germ cells have also identified specific markers of cell populations with significantly distinct transcriptomes, further revealing the conserved and unique spermatogenic features of mice and human^15–17^. By contrast, spermatogenic transcriptomic studies in fishes have been conducted on the whole testes, and therefore these studies have not differentiated between the somatic and germ cell RNA populations^18–33^. As a result, although these works have identified important genes and pathways for spermatogenesis, the genetic network of spermiogenesis remains unexplored.

To gain insight into the molecular regulation of spermiogenesis in fish, the main objective of the present work was to provide a deep characterization of the transcriptome of haploid germ cells (HGC) and ejaculated spermatozoa (SPZ_EJ_) from a modern marine teleost, the gilthead seabream (*Sparus aurata*), by RNA-seq technologies. To achieve this, we employed cell-sorted HGC and strict quality controls of the SPZ_EJ_. By means of this design, our study offers a reliable set of sperm next-generation sequencing data that enable a deeper understanding of the RNA cargo of fish spermatozoa. In addition, in silico analyses of the data uncovered several novel endocrine signaling pathways that may play important roles during the differentiation and maturation of spermatozoa.

## Results

### Isolation and characterization of HGC and SPZ_EJ_

The changes in gene expression during the differentiation and maturation of seabream spermatozoa were investigated by whole-transcriptome RNA-seq of HGCs and SPZ_EJ_. The HGCs were isolated by fluorescence-activated cell sorting (FACS) from testis samples. Flow cytometry of the extract from the seabream whole mature testis showed the proportion of diploid and haploid cells to be 16% and 84%, respectively (Fig. 1a). The percentage of diploid cells was lower than expected because the centrifugation steps of the extract before cell sorting partially depleted this population. Flow cytometry identified two subpopulations of haploid cells based on their relative size and SYBR Green I fluorescence intensity: a subpopulation formed by spermatocytes II and spermatids (SPC II and SPD, respectively), which we refer here as HGCs, and another subpopulation formed by intratesticular spermatozoa (SPZ_I_) (Fig. 1a, b). The percentage of HGCs and SPZ_I_ in the testicular extracts was of 34 ± 4% and 66 ± 4% (*n* = 15), respectively (Fig. 1b).

**Figure 1:**
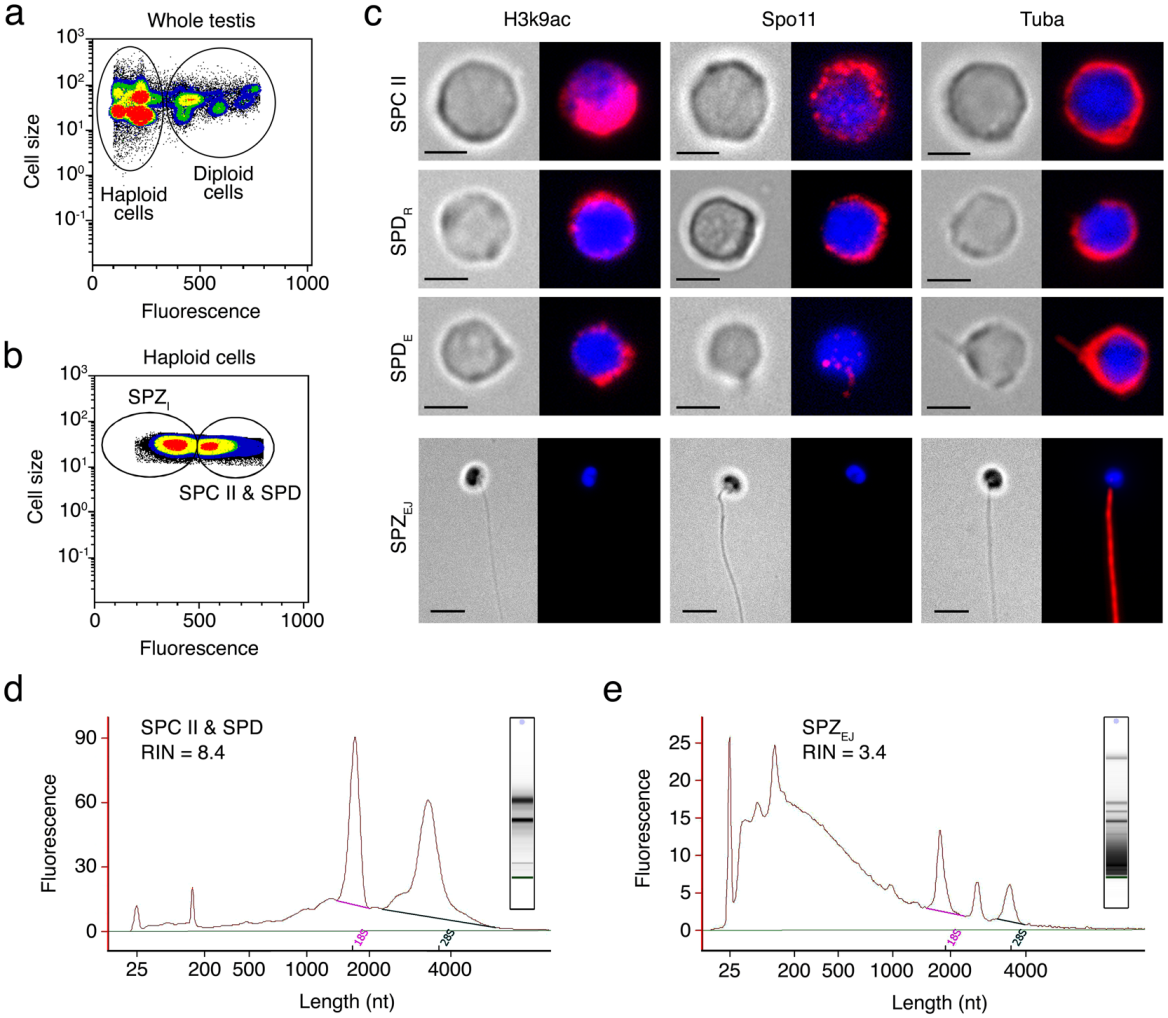
Isolation of testicular haploid germ cells and ejaculated spermatozoa from the seabream and RNA extraction. (**a**, **b**) Representative flow cytometry plots of the seabream cell populations in the whole testis before and after centrifugation generated with the MoFlo XDP cell sorter software (https://www.beckman.es/). In a, the populations of testicular haploid and diploid cells from the testis crude extract before centrifugation are encircled. In b, after centrifugation two subpopulations of haploid germ cells (HGCs) are recovered, one corresponding to a mix of type II spermatocytes (SPC II) and spermatids (SPD), and the other to intratesticular spermatozoa (SPZ_I_). (**c**) Representative immunostaining of Lys^9^ acetylated histone 3 (H3K9ac), meiotic recombination protein Spo11 and α-tubulin (Tuba) in sorted HGC shown in b and ejaculated spermatozoa (SPZ_EJ_). For each cell type the brightfield (left panels) and epifluorescence (right panels) images are shown. SPD_R_, round spermatids; SPD_E_, elongating spermatids. Scale bars, 2 and 5 µm. (**d**, **e**) Electrophoretic size distribution of RNAs in representative samples of SPCII + SPD (**d**) and SPZ_EJ_ (**e**) populations analyzed and plotted by the Agilent Bioanalyzer 2100 Expert Software (https://www.agilent.com/). For each sample, fluorescence is plotted against mRNA length (in nucleotides, nt). The RNA integrity number (RIN) is indicated for each sample.

Microscopic examination of the HGC-enriched population after FACS confirmed the presence of SPC II, and round and elongating SPD in this fraction (Fig. 1c). Whole-mount immunostaining revealed strong expression of Lys^9^ acetylated histone 3 (H3K9ac) and meiotic recombination protein Spo11 in SPC II, which progressively decreased in round and elongating SPD, and completely vanished in SPZ_EJ_ (Fig. 1c). Immunolocalization of α-tubulin (Tuba) showed that this protein was spread in the cytoplasm in SPC II and round SPD, became detectable in the nascent flagellar region of elongating SPD, and was finally distributed along the flagellum of differentiated SPZ_EJ_ (Fig. 1c). These observations indicate a high occurrence of meiotic recombination in SPC II and a progressive DNA condensation during the differentiation of SPC II into SPD and spermatozoa, which are conserved features during vertebrate germ cell development^34,35^. These data therefore confirmed that the sorted population of cells from the mature seabream testis correspond to HGCs before differentiation into spermatozoa.

The SPZ_EJ_ were collected by manual stripping of naturally spermiating males. The kinematic parameters of the spermatozoa were determined by computer-assisted sperm analysis (CASA) at ~ 2 h after time of collection to assure that the sperm employed for RNA-seq analysis was of high quality. The SPZ_EJ_ selected for further RNA isolation showed a percentage of motility and progressivity at 5 s postactivation from 88 to 98%, and from 16 to 51%, respectively. The time during which spermatozoa remained motile was also monitored and this ranged from 5 to 8 min.

To evaluate the purity and RNA size distribution profiles of the RNA extracted from the HCG and SPZ_EJ_ samples for further RNA-seq analysis, we used the Agilent 2100 Bioanalyzer. The electrophoretic size distribution of extracted RNAs showed that HGC exhibited defined peaks for 18S and 28S ribosomal subunits and high RNA integrity number (RIN) (Fig. 1d, inset). In contrast, in the SPZ_EJ_ extracts the 18S and 28S rRNAs appeared strongly reduced, thus showing a low RIN, which is a typical feature of spermatozoa, together with more abundant short-length mRNA species (Fig. 1e, inset). These data, together with immunofluorescence microscopy examination, indicate that these samples were almost devoid of non-sperm cells^36^.

### Transcriptome profiling of HGC and SPZ_EJ_

Four unstranded RNA libraries (biological replicates) for low-input RNA were subsequently constructed for each of the two HGC and SPZ_EJ_ cell types. 

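The assay counted RNA-seq reads over annotated genes in 4 HGC libraries and 4 SPZ_EJ libraries. Reverse transcription from an oligo-dT primer and PCR amplification leave RNAs without a poly(A) tail, strand and molecule number unresolved. The authors aligned the reads with STAR to their extended annotation and estimated expected counts per gene with RSEM, and these counts, not normalized, are the values used here. From them, features with too few counts for groups of 4 were removed by edgeR's filterByExpr, libraries were scaled by TMM, and SPZ_EJ was compared with HGC by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 21375 features that passed. A feature was called at an adjusted p below 0.01 and an absolute log2 fold change above 1. A positive log2 fold change means a higher level in SPZ_EJ. Levels are in CPM after TMM scaling, given as mean ± SD of 4 libraries. edgeR prints no standard error, so the SE given is the log2 fold change divided by the square root of its F statistic. Where HGC holds 0 counts, the fold is a lower bound against a floor of 3 counts over the group, and where it holds 1 to 3 counts, the ratio is given with its counting interval, because a fitted fold change then depends on the prior count.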

The total RNA from HGC and SZP_EJ_ was extracted from 12 males, and each of the four libraries was constructed from a pool of three different males. Library sequencing rendered 30–62 million reads per library corresponding to a yield of 5–10 Gb per library. 

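Counts assigned to annotated features came to 19865716 to 30645027 per HGC library and 15395220 to 17886675 per SPZ_EJ library. For each pair of libraries of a group, the squared deviation of each feature's counts from the pair's overall ratio was divided by its counting variance. The median of this quotient over features, relative to the median that counting noise alone gives, was 14.5 to 26.1 among HGC pairs and 25.5 to 98.6 among SPZ_EJ pairs. Counting noise alone would give 1. Each library stems from a pool of its own and was treated as a replicate. Whether HGC and SPZ_EJ pools came from the same males is not stated. Counting intervals and floors cover the counting error of these libraries and leave out the variation between pools.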

From these data, we produced a new integrative *S. aurata* genome annotation before the RNA-seq analysis. This new annotation was carried out by re-annotating the available *S. aurata* reference genome^37^, and by adding 202 de novo assembled transcripts that were not present in the genome assembly. In total, 31,501 protein-coding genes were annotated, which produced 57,396 transcripts (1.82 transcripts per gene) that encode for 51,365 unique protein products. Functional labels were assigned to 62% of the annotated proteins. In addition, 165,898 non-coding transcripts were annotated, of which 159,925 are long non-coding RNAs (lncRNAs) and 5973 correspond to short non-coding RNAs.

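The count table holds 197399 features, of which 45106 have 0 counts in every library. Among the mRNA features, 15020 carry no other product name than uncharacterized protein. mRNA features took 83.0% to 86.0% of the counts of an HGC library and 52.4% to 81.0% of those of an SPZ_EJ library. Features of ribosomal RNA types took 11.5% to 14.6% in HGC and 10.8% to 31.8% in SPZ_EJ, the highest in SPZ_EJ replicate 2. The lncRNA and mRNA models of the annotation were built in part from these same reads, so a feature with counts in a single library is not independent evidence of a gene.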

Principal component analysis (PCA) of the expression data showed that FACS-purified HGC and SPZ_EJ_ formed two relatively well-separated clusters, suggesting that the developmental stage has a large effect on the pattern of gene expression (Fig. 2a). However, while the four HGC biological replicates clustered very closely, those of SPZ_EJ_ were more distant, indicating a higher variability in the transcriptome of the SPZ_EJ_ replicates. Nevertheless, the RNA-seq analysis revealed a total of 7286 differentially expressed genes (DEGs) (adjusted *p*-value < 0.01) between both cell types, of which nearly half (3446) were upregulated in SPZ_EJ_ when compared to HGCs (Fig. 2b–d). In addition, 239 transcripts were detected only in SPZ_EJ_ (Fig. 2d), indicating that they emerged de novo in the spermatozoa during the differentiation and maturation phases. 

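With rlog values of the 500 most variable features, PC1 held 74.8% and PC2 13.1% of the variance. On PC1 the HGC libraries lay between -15.0 and -14.0, and SPZ_EJ replicates 2, 3 and 4 at 24.3, 14.4 and 29.6. SPZ_EJ replicate 1 lay at -9.93, nearer to the HGC libraries than to any other SPZ_EJ library on this axis. Of the features in the PCA, 363 were lncRNAs and 136 were mRNAs. PC1 held 58.1% over mRNA features only, an alternative chosen after seeing the data, and 91.4% under log2 CPM with a prior count of 2, and these alternatives moved it most.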

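The distance of a library to the centre of its group, over the same rlog values, averaged 3.96 ± 0.171 in HGC and 19.6 ± 5.76 in SPZ_EJ, a ratio of 4.96. Every SPZ_EJ library lay farther from its centre than every HGC library (exact permutation p = 0.0286, the smallest that 4 against 4 libraries can give). With log2 CPM of the 500 most variable features that passed the expression filter, the distances were 27.6 ± 2.24 in HGC and 25.7 ± 3.84 in SPZ_EJ. This is a ratio of 0.932 (exact permutation p = 0.371), so no difference was detectable. The rlog values came from all features with counts, so transformation and feature set changed together. With rlog over all 21375 features that passed the filter the ratio was 1.70 (exact permutation p = 0.0286).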

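By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8540 of 15302 tested mRNAs were called, 3659 of them higher and 4881 lower in SPZ_EJ (42.9% higher). The split depends on the scaling. With library size only, 4659 were higher and 3436 lower (57.5% higher), and this scaling moved the median log2 fold change of all tested features by 0.73. Over all classes, 12165 features were called, 6894 higher and 5271 lower, against 8475 and 3706 with library size only. Leaving out 1 library at a time gave 7298 (without HGC replicate 3) to 8930 (without SPZ_EJ replicate 1) called mRNAs.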

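Among features with every SPZ_EJ library above every HGC library, the largest fitted rises were of features without a gene name. Saurata1ncB091133, annotated as a small-subunit rRNA, rose from 0.135 ± 0.0242 to 11984 ± 20028 CPM (log2 fold change 16.35, SE 1.92, adjusted p = 2.69e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and SPZ_EJ replicate 2 alone held 645587 of its counts. The lncRNA Saurata1ncB090888 had 0 counts in HGC and 32.8 ± 24.0 CPM in SPZ_EJ, at least 792-fold higher (adjusted p = 4.00e-05 from the same test). Called lower with 0 counts in every SPZ_EJ library were 15 mRNAs and 7 lncRNAs. The 4 with the largest fitted falls were the uncharacterized mRNA Saurata1B015272 at 80.3 ± 10.7 CPM in HGC (at least 2247-fold lower, adjusted p = 1.45e-06, same test), breast carcinoma-amplified sequence 3 homolog at 12.1 ± 8.19 CPM (at least 338-fold lower, adjusted p = 0.000189, same test), receptor-type tyrosine phosphatase R at 7.01 ± 2.71 CPM (at least 196-fold lower, adjusted p = 3.24e-05, same test) and the lncRNA Saurata1ncB117055 at 6.80 ± 2.69 CPM (at least 190.1-fold lower, adjusted p = 3.91e-05, same test).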

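Called higher in SPZ_EJ with 0 counts in all 4 HGC libraries were 91 mRNAs, 2.49% of the mRNAs called higher by edgeR's test. The same definition gave 226 by edgeR's test without the expression filter and 357 with the default test of DESeq2. It gave 254, 190, 203 and 304 when HGC replicates 1, 2, 3 and 4 were left out in turn. Leaving out SPZ_EJ replicate 1 gave 141. A count of 0 over the 4 HGC libraries excludes no more than a level above 0.0413 CPM, the floor of 3 counts over the group. The paper concludes from the absence in HGC that such transcripts emerged de novo in the spermatozoa.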

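The count table carries product names for part of its features and no gene symbols. A feature was therefore tied to a gene of Tables S1 to S5 where its DESeq2 log2 fold change and adjusted p equal the printed ones, so its fold change is no independent check of the table, and to other genes by product name alone. For *tlr1*, HGC held 3 counts in all and SPZ_EJ 81.4 ± 42.0 CPM, a ratio of 1958 (95% counting interval 669.5–9495), with adjusted p = 2.22e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *mafb* had 1 HGC count and 26.6 ± 6.51 CPM in SPZ_EJ, a ratio of 1929 (95% counting interval 346–76214), adjusted p = 1.47e-06 from the same test. The highest *tyro3* feature, whose product name is ephrin type-A receptor 7, had 1 HGC count and 15.4 ± 5.71 CPM in SPZ_EJ, a ratio of 1067 (95% counting interval 191–42170), adjusted p = 3.25e-06 from that test. *fhl2* had 0 HGC counts and 10.2 ± 2.86 CPM in SPZ_EJ, at least 247-fold higher (adjusted p = 1.35e-05, same test). *h2-aa* stood at 0.0864 ± 0.102 CPM in HGC and 76.4 ± 29.1 CPM in SPZ_EJ (log2 fold change 9.73, SE 0.69, adjusted p = 1.56e-06, same test). It belongs to a list of leukocyte marker genes, for which RNA of leukocytes in the SPZ_EJ preparations cannot be told apart from expression by the spermatozoa. *alox15b* had 0 counts in HGC and in SPZ_EJ replicate 2 and 8.70 ± 7.11 CPM over SPZ_EJ, at least 210.4-fold higher, and did not pass the expression filter.

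**Figure D1:**
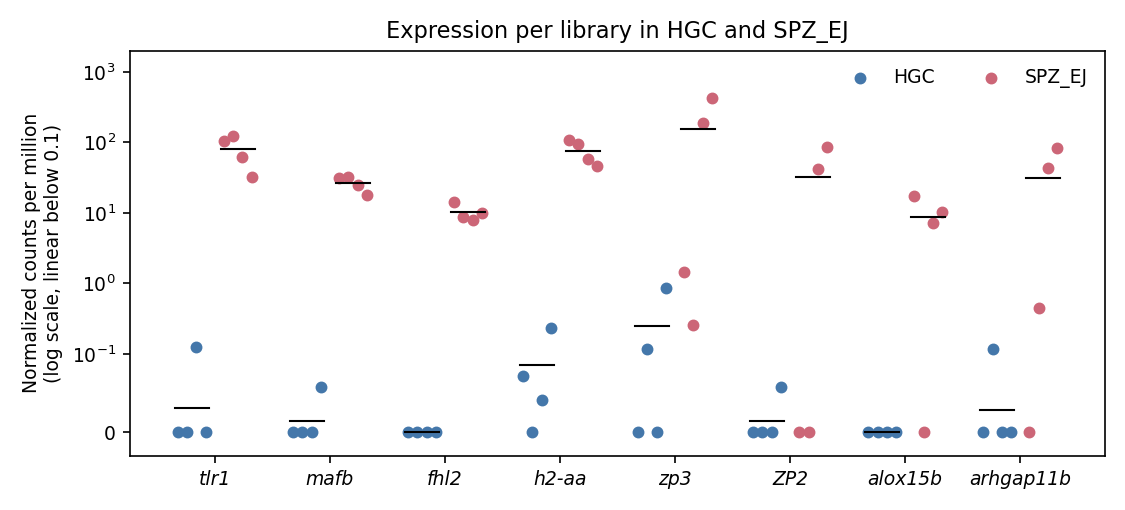
Normalized CPM of 8 genes (x axis) in each library. Blue dots, HGC; red dots, SPZ_EJ; replicates 1 to 4 from left to right within each group; black lines, group means. The y axis is logarithmic and linear below 0.1 CPM.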

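For *zp3*, *ZP2* and *arhgap11b*, the SPZ_EJ counts came almost wholly from replicates 3 and 4. Replicates 1 to 4 held 42, 4, 3404 and 9248 counts of *zp3* (log2 fold change 9.27, SE 2.19, adjusted p = 0.00285 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against 0, 2, 0 and 15 in HGC. The product name of this feature is polyadenylate-binding 4, and no product name of the table contains zona pellucida. *ZP2* had 1 HGC count and 0, 0, 748 and 1879 SPZ_EJ counts, a ratio of 2271 (95% counting interval 407–89736), with SPZ_EJ above every HGC library in 2 libraries only (exact permutation p = 0.429). *arhgap11b* had 2 HGC counts and 0, 7, 786 and 1797 SPZ_EJ counts, a ratio of 1119.5 (95% counting interval 309.6–9249) (exact permutation p = 0.143). Neither of these passed the expression filter. The feature with the product name of *apbb1* fell, from 115 ± 15.3 to 30.5 ± 20.1 CPM (log2 fold change -1.92, SE 0.42, adjusted p = 0.00176, same test), and was not called with library size only or without SPZ_EJ replicate 3 (adjusted p = 0.0569 and 0.0136, same test). The default test of DESeq2 left 0 of the 1101 printed rows of Tables S1 to S5 without a matching feature. It gave the *apbb1* feature a log2 fold change of -1.76, against 10.08 in the paper. This argues against the feature being the gene meant here. *cdc209c* was not analysed here.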

The top ten upregulated mRNAs included transcripts potentially involved in spermatogenesis, sperm capacitation, oxidative stress, or sperm-egg interaction, such as *tlr1*, *zp*, *tyro3* and *alox15b*, as well as other genes with potential functions in transcription, cell adhesion, binding and presentation of antigens, or mitochondrial permeability (*mafb*, *apbb1*, *cdc209c*, *fhl2*, *h2-aa* and *arhgap11b*) (Table 1). 

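Among lncRNAs, 3611 of 6052 tested were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3221 higher and 390 lower in SPZ_EJ (89.2% higher). The default test of DESeq2 called 9062, 8562 of them higher. It tested more of them, 47026, because its filter keeps features with fewer counts. edgeR's test without the filter called 4071 of 125563, so the number tested does not by itself account for the difference. Without SPZ_EJ replicate 1, edgeR's test called 6332 of 9203 lncRNAs. The libraries are unstranded, so counts of a lncRNA that overlaps a coding gene are not separable from that gene's.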

Finally, we also found a high number of differentially expressed lncRNAs (9059 sequences) of which 5114 were upregulated in SPZ_EJ_ (Fig. 2d), which indicates that 56% of the total identified lncRNAs were accumulated in SPZ_EJ_. In addition, most of the upregulated lncRNAs (67%) were unique in SPZ_EJ_.

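Of the 3221 lncRNAs called higher in SPZ_EJ by edgeR's test, 236 (7.33%) had 0 counts in every HGC library. With DESeq2 the same definition gave 3447, or 40.3% of the lncRNAs it called higher. By edgeR's test without the expression filter it gave 1230 of 3553, or 34.6%, so the share depends on the filter. The number under edgeR's test with the filter also depended on single libraries. It was 786, 715, 738 and 942 when HGC replicates 1, 2, 3 and 4 were left out in turn. Without SPZ_EJ replicates 1 and 3 it was 917 and 374.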

**Figure 2:**
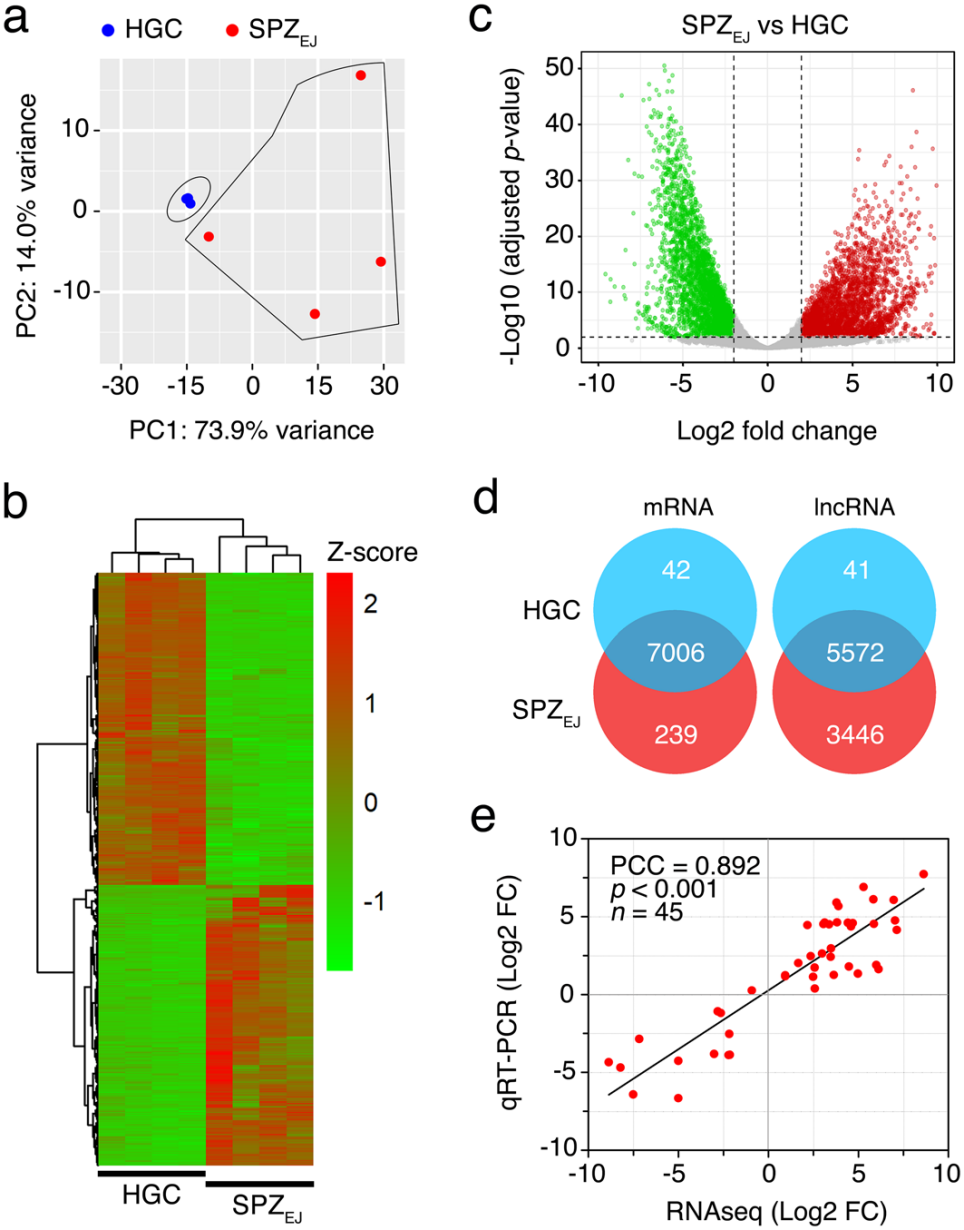
RNA-seq data analysis of seabream HGC and SPZ_EJ_. (**a**) Principal component analysis (PCA) using the top 500 most variable genes between HGC and SPZ_EJ_ (*n* = 4 pools) and the 'rlog' transformation of the counts. (**b**) Heatmap generated by unsupervised hierarchical clustering of RNAseq expression z-scores computed for the 7286 differentially expressed genes (DEGs) (*p*-adj < 0.01; Log2 fold change > 1) between HGC and SPZ_EJ_. The heatmap was generated with the ‘pheatmap’ R package (https://CRAN.R-project.org/package=pheatmap). (**c**) Volcano plot representation of DEGs in the SPZ_EJ_ versus HGC comparison. The x-axis shows Log2 fold changes in expression and the y-axis the negative logarithm of their *p*-value to base 10. Red and green points mark the genes with significantly increased or decreased expression respectively in SPZ_EJ_ compared to HGC (FDR < 0.01). (**d**) Venn diagrams showing the number of HGCs- and SPZ_EJ_-specific and common mRNAs and lncRNAs (in intersect region) which are differentially expressed between the two stages. The Venn diagrams and volcano plots were performed with the ‘VenDiagramm’ R package (https://CRAN.R-project.org/package=VennDiagram) and ‘ggplot2’ R package (https://ggplot2.tidyverse.org), respectively. (**e**) Validation of the RNAseq data by qRT-PCR. The plot represents the Pearson's correlation analysis of DEGs in HGC and SPZ_EJ_ determined by RNAseq and qRT-PCR. The Pearson’s correlation coefficient (PCC) of the Log2 fold change analyzed by RNAseq (x-axis) and using qRT-PCR (y-axis), the *p*-value, and the number of DEGs analyzed are indicated. Plots in a, d and e were generated using the GraphPad Prism v8.4.3 (686) software (https://www.graphpad.com/).

**Table 1:** Top 10 upregulated mRNAs in SPZ_EJ_, their fold-change in expression with respect to HGC and mean of fragments per kilo base of transcript per million mapped fragments (FPKM), and their potential associated functions according to GeneCards (www.genecards.org).

Product	Gene	Sequence ID	Log2 FC	Mean FPKM	Reproductive-related function
Toll-like receptor 1	*tlr1*	XM_030396315.1	11.16	1698	Involved in ovulation, sperm capacitation and fertilisation
Zona pellucida protein X, partial	*zp*	AAY21008.1	11.02	657	Sperm-egg interaction
Transcription factor MafB	*mafb*	XP_030276052.1	10.69	558	Acts as a transcriptional activator or repressor that may be involved in spermatogenesis. Unknown function in spermatozoa
Amyloid beta A4 precursor -binding family B member 1	*apbb1*	XP_030254479.1	10.08	236	Transcription coregulator that can have both coactivator and corepressor functions. Can bind modified histones and chromatin modifying enzymes, thereby regulating transcription
CD209 antigen C	*cd209c*	XP_030265713.1	10.05	839	C-type lectin that functions in cell adhesion and pathogen recognition. Unknown function in spermatozoa
Four and a half LIM domain 2	*fhl2*	XP_030299463.1	10.03	226	May function as a molecular transmitter linking various signaling pathways to transcriptional regulation. Unknown function in spermatozoa
H-2 class II histocompatibility antigen, A-Q alpha chain	*h2-aa*	XP_030263565.1	9.96	1644	Binding and presentation of peptides derived from antigens. Unknown function in spermatozoa
Tyrosine-protein kinase receptor TYRO3	*tyro3*	XP_030287857.1	9.88	308	Involved in spermatogenesis. Unknown function in spermatozoa
Arachidonate 15-lipoxygenase B	*alox15b*	XP_030274670.1	9.83	212	Catalyzes the peroxidation of free and esterified polyunsaturated fatty acids (PUFAs) generating a spectrum of bioactive lipid mediators. Involved in the oxidative stress cascade of spermatozoa
Inactive Rho GTPase-activating protein 11B	*arhgap11b*	XP_030261033.1	9.83	647	Inhibits the mitochondrial permeability transition pore (mPTP), thereby increasing mitochondrial Ca^2+^. Unknown function in spermatozoa

The quality of the RNA-seq data and the reliability of the DEGs identified were validated on randomly selected 45 DEGs by real-time quantitative reverse transcription PCR (qRT-PCR) in three biological replicates. Fold changes from qRT-PCR were compared with the RNA-seq expression profiles (Fig. 2e). The dynamic expression patterns of all genes were consistent with the RNA-seq analysis, showing a high correlation (Pearson’s correlation coefficient of 0.892) between RNA-seq and qRT-PCR data. These results therefore indicated the reliability of the RNA-seq for mRNA differential expression analysis.

### Functional enrichment analysis of DEGs during spermatozoa differentiation and maturation

Gene ontology (GO) term-enriched analysis of DEGs in SPZ_EJ_ with significant differences revealed that a large number of biological processes were represented. The five top-ranked GO terms in biological processes were regulation of biological, cellular and metabolic processes, and organic substance and metabolic processes (Suppl. Fig. S1a). Further analysis of GO term distribution indicated that the most represented biological process was the regulation of gene expression, followed by positive regulation of macromolecule and cellular metabolism, regulation of signal transduction, and regulation of cellular biosynthesis (Suppl. Fig. S1b). Interestingly, genes with GO terms such as cellular response to stimulus, cell communication, signal transduction, response to external or chemical stimulus, cell adhesion, and cell surface receptor signaling pathway, were only upregulated in SPZ_EJ_ (Suppl. Fig. S1a and S1b). For the GO molecular function, the top enriched terms were binding to ribonucleotides and purine nucleotides, whereas the terms Ca^2+^, phosphatidylinositol and actin binding, ion channel activity, and transmembrane transport of inorganic cations and organic anions appeared to be only upregulated in SPZ_EJ_ (Suppl. Fig. S1c). Taken together these findings indicate the enrichment of gene expression, metabolic and signaling processes in SPZ_EJ_.

To gather more information on genes with a potential impact on spermatozoa function, the DEGs in SPZ_EJ_ were manually classified into five functional categories by using GO analysis and the Uniprot database. These categories included transcription, translation and chromatin organization (978 genes), receptors (395 genes), metabolism of proteins, lipids and carbohydrates (469 genes), cytoskeleton and cell movement (487 genes), and channels, exchangers and transporters (303 genes) (Fig. 3a and Suppl. Table S1). 

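Tables S1 to S5 as used here hold 1101 genes, and 1095 features of the count table were tied to them. These features had been chosen from these same libraries, so their separation is no independent test. Of the tied features, 995 had all 4 SPZ_EJ libraries above every HGC library, 83 had 3 and 17 had 2. Chance gives complete separation of 4 from 4 libraries, in either direction, in 2.86% of features. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 912 were called higher, and 144 did not pass the expression filter.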

The genes upregulated in SPZ_EJ_ related to transcription, translation and chromatin organization (365 genes) mainly correspond to transcription factors (41%) and regulators of transcription (21%), followed by structural constituents of ribosomes (12%), regulators of translation (4%), chromatin and RNA binding (4 and 5%, respectively), and histones and histone modification (7%) (Fig. 3b). Most of the highest upregulated genes of this group (log2 fold change > 5) correspond to transcriptional regulators, including transcription factors, but other mRNAs encoding late histone H2A.2.2 and H2B.L4-like (*h2a*.2.2 and *h2b.l4*), helicase with zinc finger domain 2 isoform X1 (*helz2*), or DNA (cytosine-5)-methyltransferase 3B (*dnmt3b*), were also highly accumulated in SPZ_EJ_ (Suppl. Table S1). 

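Neither histone feature passed the expression filter. *h2a.2.2* had 2, 1, 0 and 9 counts in HGC replicates 1 to 4 and 6, 4, 1461 and 3538 in SPZ_EJ, so that 2 SPZ_EJ libraries lay above every HGC library (exact permutation p = 0.171). *h2b.l4* had 0, 2, 2 and 0 and 2, 40, 72 and 199 (exact permutation p = 0.0857). *helz2* stood at 0.716 ± 0.784 CPM in HGC and 79.0 ± 6.06 CPM in SPZ_EJ (log2 fold change 6.83, SE 0.93, adjusted p = 7.97e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *dnmt3b*, whose product name is DNA (cytosine-5)-methyltransferase 3A, stood at 0.285 ± 0.266 CPM in HGC and 16.4 ± 11.0 CPM in SPZ_EJ (log2 fold change 5.89, SE 0.91, adjusted p = 0.000186, same test). Both were higher in each SPZ_EJ library than in every HGC library.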

Interestingly, ~ 25% of these highly upregulated genes are possibly involved in activation rather than repression of transcription, whereas ~ 29% of them can potentially repress or activate transcriptional activity.

**Figure 3:**
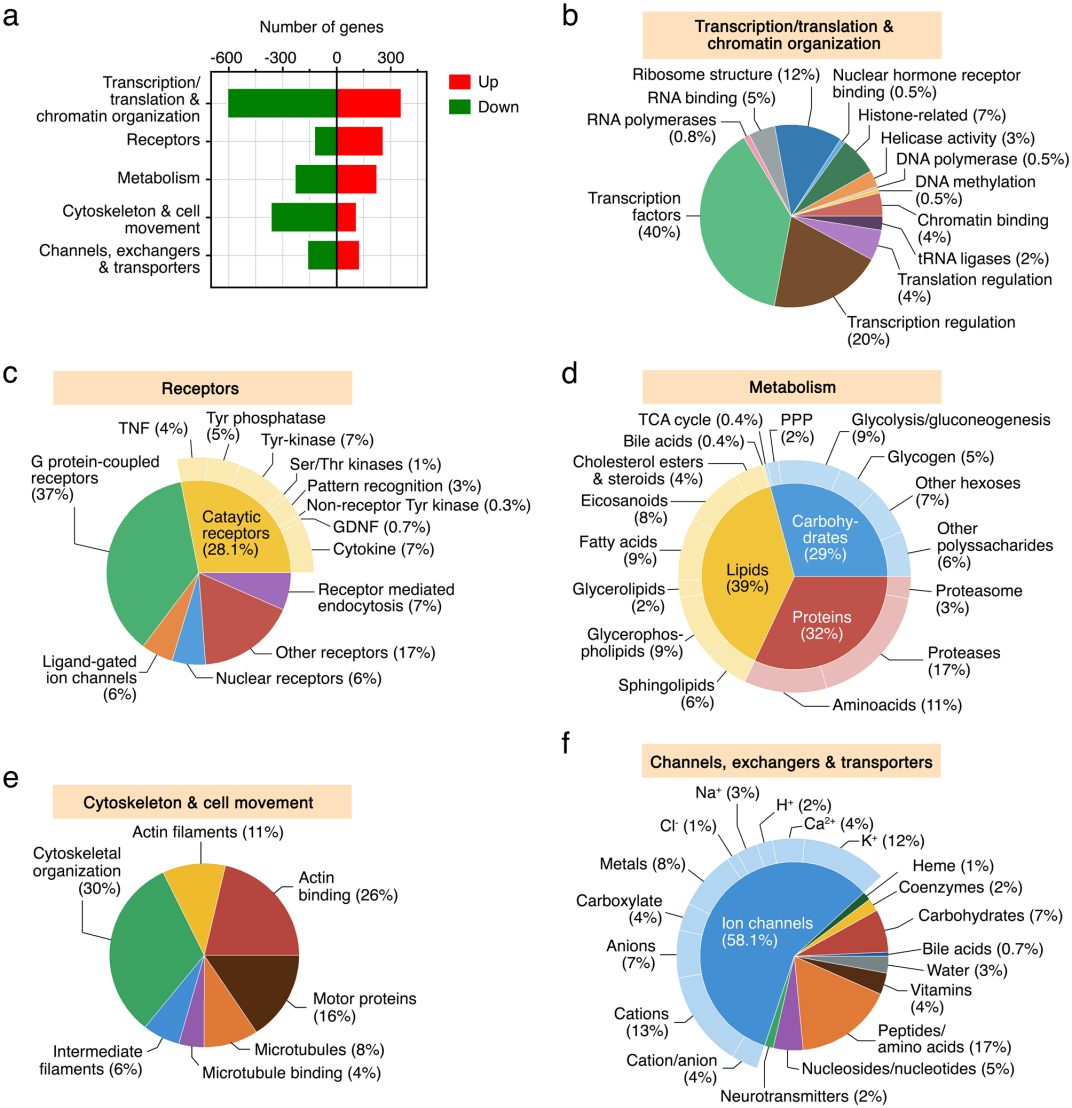
Functional classification of DEGs during sperm differentiation and maturation. (**a**) Transcriptional regulation of a subpopulation of DEGs classified into five functional categories: transcription and translation and chromatin organization, receptors, metabolism, cytoskeleton and cell movement, and channels, exchangers and transporters. (**b**–**f**) Pie charts showing the GO term distribution of upregulated DEGs in SPZ_EJ_ included in each of the five functional groups. The numbers are the percentage of genes in each category. Plots were generated using the GraphPad Prism v8.4.3 (686) software (https://www.graphpad.com/).

Most of the receptor-encoding upregulated genes (266 genes) were G protein-coupled receptors (37%), tyrosine phosphatase and kinase receptors (11%), cytokine receptors (7%), as well as other receptors mainly including glycoprotein, Fc, and scavenger receptors (17%) (Fig. 3c). The highest expressed genes in each of these groups were lysophosphatidic acid receptor 6 (*lpar6*), potentially involved in protection of oxidative stress, receptor-type tyrosine- phosphatase C (*ptprc*), interleukin-1 receptor type 1 (*il1r1*), and zona pellucida sperm-binding protein 3 (*zp3*), likely implicated in the sperm-egg interaction (Suppl. Table S2).

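Of the *lpar6* features, 1 had a single HGC count and 13.1 ± 6.07 CPM in SPZ_EJ, a ratio of 1023 (95% counting interval 183–40429) (adjusted p = 6.13e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the most abundant stood at 0.487 ± 0.333 CPM in HGC and 26.4 ± 13.6 CPM in SPZ_EJ (log2 fold change 5.77, SE 0.64, adjusted p = 1.81e-05, same test). The remaining feature, named a protease-activated receptor, reached 4.58 CPM in SPZ_EJ (log2 fold change 6.17, SE 0.91, adjusted p = 0.000132, same test). *ptprc* was tied to 9 features, and 8 of these were tested and called higher. Some carry other product names, among them Saurata1B005454, named an endogenous retrovirus Env product. Whether these features are copies or fragments of each other was not tested. The most abundant stood at 1.64 ± 1.73 CPM in HGC and 92.1 ± 28.6 CPM in SPZ_EJ (log2 fold change 5.83, SE 0.84, adjusted p = 0.000116, same test). Saurata1B035019 (log2 fold change 3.64, SE 0.83, adjusted p = 0.00236, same test) was not called without HGC replicate 2, 3 or 4 (adjusted p = 0.0105, 0.0156 and 0.0139 with the same test), and Saurata1B057156 was not called without the expression filter (adjusted p = 0.0178). *il1r1* stood at 0.149 ± 0.252 CPM in HGC and 52.5 ± 20.7 CPM in SPZ_EJ (log2 fold change 8.46, SE 0.92, adjusted p = 1.66e-05, same test). In CPM, SPZ_EJ replicate 1 was the highest of the 4 for each of these features except the one named a protease-activated receptor and the most abundant *ptprc* feature, which were highest in replicate 2. *ptprc* belongs to a list of leukocyte marker genes, for which RNA of leukocytes in the SPZ_EJ preparations cannot be told apart from expression by the spermatozoa.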

For the upregulated genes encoding metabolic components (230 genes), those related to the metabolism of lipids, proteins and carbohydrates were almost equally represented (39, 32 and 29%, respectively) (Fig. 3d). 

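The gene *abhd12* was tied to 4 features with few HGC counts. Saurata001043 had 0 HGC counts and 443, 141, 0 and 188 counts in SPZ_EJ replicates 1 to 4, at least 201-fold higher over the group. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Saurata001027 rose in every SPZ_EJ library (log2 fold change 4.07, SE 0.66, adjusted p = 0.000241). Saurata1B032327 (log2 fold change 3.68, SE 1.00, adjusted p = 0.00640, same test) lost its call without HGC replicate 1, 2 or 3 or SPZ_EJ replicate 1 or 2. Saurata001041 (log2 fold change 3.24, SE 0.95, adjusted p = 0.00998, same test) lost its call without HGC replicate 1, 2 or 4 or SPZ_EJ replicate 2, 3 or 4 and with a filter of at least 10 counts in 4 libraries. The abundant *elovl1* feature stood at 4.63 ± 1.90 CPM in HGC and 189.9 ± 62.7 CPM in SPZ_EJ (log2 fold change 5.36, SE 0.45, adjusted p = 3.27e-06, same test), and the other, outside the expression filter, had 6, 27, 174 and 321 SPZ_EJ counts. *tmprss9* had 2 HGC counts, and its SPZ_EJ counts of 1, 2, 606 and 1257 again lay in replicates 3 and 4 (a ratio of 807 (95% counting interval 223–6665), exact permutation p = 0.0571). Of the *tpi1* features, Saurata1B003782 stood at 10.9 ± 5.20 CPM in HGC and 164 ± 33.1 CPM in SPZ_EJ (log2 fold change 3.91, SE 0.39, adjusted p = 9.27e-06, same test) and Saurata1B013899 at 0.340 ± 0.442 CPM in HGC and 34.8 ± 6.87 CPM in SPZ_EJ (log2 fold change 6.71, SE 0.97, adjusted p = 0.000112, same test).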

The most enriched genes in SPZ_EJ_ belonging to these groups were those related to glycerophospholipid hydrolysis and fatty acid biosynthesis (18%), such as lysophosphatidylserine lipase ABHD12 (*abhd12*) and elongation of very long chain fatty acids 1 (*elovl1*), proteases (17%), such as transmembrane protease serine 9 (*tmprss9*), and glycolysis and gluconeogenesis (9%), such as triosephosphate isomerase (*tpi1*), which synthesizes D-glyceraldehyde 3-phosphate from glycerone phosphate at the beginning of the glycolytic pathway (Fig. 3d and Suppl. Table S3).

The genes encoding for proteins involved in cytoskeletal organization (30%), actin binding (26%) and molecular motors (16%) were the most abundant upregulated genes involved in the category of cytoskeleton and cell movement (116 genes) (Fig. 3e). The highest upregulated genes, however, correspond to actin binding, such as myristoylated alanine-rich C-kinase substrate (*marcks*), and motor proteins or components of the motor-adapter complex, such as kinesin Kif20a (*kif20a*) and syntabulin (*sybu*) (Suppl. Table S4).

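For *marcks*, all HGC libraries held 0 counts and SPZ_EJ 7.14 ± 1.98 CPM, at least 173-fold higher (adjusted p = 2.52e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *kif20a* and *sybu* did not pass the expression filter, since their counts lay in SPZ_EJ replicates 3 and 4. Replicates 1 to 4 held 0, 7, 1541 and 4118 counts of *kif20a*, against 2, 3, 0 and 5 in HGC (exact permutation p = 0.171), and 0, 18, 493 and 1044 of *sybu*, against 3 counts in all of HGC (a ratio of 448 (95% counting interval 153–2175), exact permutation p = 0.143).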

Finally, in the group including genes encoding for channels, exchangers and transporters (134 genes), more than a half of the upregulated genes encode for ion channels (58%), whereas the rest included water channels (3%) and transporters of peptides and amino acids (17%), carbohydrates (7%), nucleosides and nucleotides (5%), vitamins (4%), neurotransmitters (2%) and bile acids (0.7%) (Fig. 3f). 

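Levels of *kcnk6*, *kcng4* and *slc22a5* were low in both groups. With 1 HGC count, *kcnk6*, whose product name is subfamily K member 1, reached 3.55 ± 2.24 CPM in SPZ_EJ, a ratio of 258 (95% counting interval 45.9–10209) (adjusted p = 5.14e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *kcng4* had 2 HGC counts and 4.51 ± 1.34 CPM in SPZ_EJ, a ratio of 157 (95% counting interval 43.1–1301) (adjusted p = 8.68e-05, same test). *tmc7* stood at 0.496 ± 0.149 CPM in HGC and 23.7 ± 10.6 CPM in SPZ_EJ (log2 fold change 5.55, SE 0.49, adjusted p = 4.39e-06, same test). *slc22a5*, named SLC22 member 4 in the table, had 115, 1, 59 and 21 counts in SPZ_EJ and 2, 0, 4 and 2 in HGC (exact permutation p = 0.114) and did not pass the expression filter.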

The K^+^ and metal specific channels (20%), such as potassium voltage-gated channel subfamily K members 6 and 4 (*kcnk6* and *kcng4*) and transmembrane channel 7 (*tmc7*), as well as cation channels (13%), such as solute carrier family 22 member 5-like (*slc22a5*), were the most enriched in SPZ_EJ_ (Fig. 3f and Suppl. Table S5). 

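Higher in every SPZ_EJ library than in every HGC library were *aqp7*, at 0.0615 ± 0.0825 CPM in HGC and 40.0 ± 20.0 CPM in SPZ_EJ (log2 fold change 9.31, SE 0.82, adjusted p = 4.27e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *slc43a3*, at 0.108 ± 0.0837 CPM in HGC and 47.7 ± 24.5 CPM in SPZ_EJ (log2 fold change 8.68, SE 0.67, adjusted p = 2.02e-06, same test). Their HGC levels rest on 4 and 8 counts over the group, respectively.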

Interestingly, the water and glycerol-facilitating channel aquaporin-7 (*aqp7*), which was previously described in seabream spermatozoa^38^, and the solute carrier family 43 member 3 (*slc43a3*), which is a sodium-independent purine-selective nucleobase transporter, were the most upregulated mRNAs in SPZ_EJ_ from the whole group of channels, exchangers and transporters (log2 fold change of 9.58 and 8.85, respectively) (Suppl. Table S5), suggesting an important role of these genes during the differentiation and maturation of spermatozoa.

### Protein–protein interaction analyses

In an effort to identify specific transcription/translation and carbohydrate metabolic processes enriched in SPZ_EJ_, we built a putative protein interactome network of DEGs classified into these two categories by using the STRING protein–protein interaction (PPI) database for known PPIs^39^ under very stringent inclusion criteria. As a result, a connected network comprising 766 proteins and 3588 connections was mapped for the proteins encoded by genes involved in transcription and translation (Fig. 4a). These proteins could be divided into five major subclusters based on their known biological functions established through GO analysis, including mitochondrial translation, tRNA aminoacylation, translation initiation, cytosolic ribosomes, and mRNA splicing (Fig. 4a). All of the DEGs grouped into the cytosolic ribosome subunit subcluster, and half of the DEGs belonging to the transfer RNA (tRNA) aminoacylation, mitochondrial translation, and translation initiation subclusters, were upregulated (Fig. 4a). These findings, together with the previous observation of the relatively high abundance of transcription activators among the upregulated genes in SPZ_EJ_, suggest that both transcription and mitochondrial and cytoplasmic translation activity may occur during the differentiation and maturation of spermatozoa.

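Families were defined by product name before their values were seen, and each was counted with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all features. Of 57 tested cytosolic ribosomal protein features, 47 were called higher in SPZ_EJ (median log2 fold change 1.46), with 26, 21 and 18 higher without HGC replicates 1, 2 and 3, and 7 without the expression filter. The median was 0.95 without the filter, 1.18 and 1.12 without HGC replicates 2 and 3, and 2.15 with library size only. Of 18 aminoacyl-tRNA ligase features, 7 were higher, with 1 left without HGC replicate 1, 2 or 3, 3 without HGC replicate 4 and 2 without SPZ_EJ replicate 1. Mitochondrial ribosomal proteins went both ways (3 higher and 4 lower of 19, but 5 and 2 with library size only), as did translation initiation factors (5 higher and 9 lower of 25, but 8 and 6 with library size only, 3 and 9 without HGC replicate 3, and 1 and 9 without the expression filter). No mitochondrial ribosomal protein was called higher by edgeR's test without HGC replicate 1, 2 or 3 (3 at an unadjusted p below 0.05 each time) or without the filter (1 at an unadjusted p below 0.05), and 1 was without SPZ_EJ replicate 4, while DESeq2 called 3 and limma-voom 6 higher with all libraries.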

**Figure 4:**
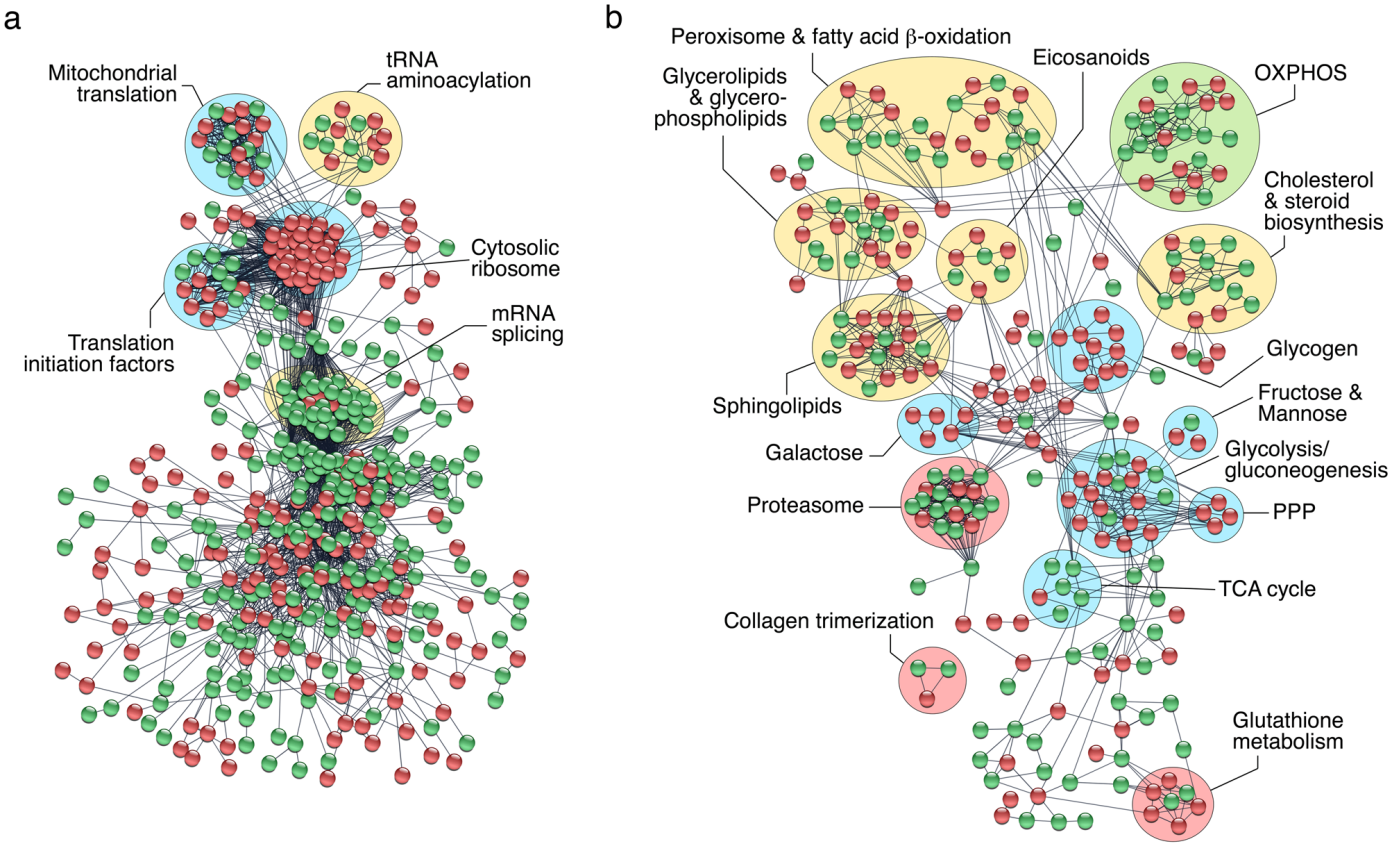
Protein–protein interaction (PPI) networks of DEGs. The PPI information of DEGs potentially involved in transcription and translation and chromatin organization (**a**), and metabolism (**b**), was obtained through a database search using STRING database v11 with a high confidence score (0.9), and imported into Cytoscape v3.8.2 (https://cytoscape.org/) for network construction and plotting. Proteins and their interactions are shown as nodes (spheres) and edges (lines), respectively. Nodes in red or green color indicate upregulated and downregulated DEGs, respectively. Proteins are grouped based on their known biological functions. OXPHOS, oxidative phosphorylation; PPP, pentose phosphate pathway; TCA, tricarboxylic acid.

The metabolism interactome showed 379 proteins and 821 connections divided into fifteen subclusters, from which those corresponding to glycolysis/gluconeogenesis, the pentose phosphate (PP) pathway and sphingolipid, galactose, glycogen and glutathione metabolism, were the most upregulated in SPZ_EJ_ (Fig. 4b). Further mapping of the 76 DEGs coding for enzymes involved in respiratory pathways, as well as qRT-PCR validation of a few of these transcripts, indicated that most of the genes of the tricarboxylic acid (TCA) cycle, as well as three genes coding for specific enzymes of gluconeogenesis, such as phosphoenol-pyruvate carboxykinase (*pck2*), fructose 1,6-bisphosphatase (*fbp1*) and glucose 6-phosphatase (*g6pc*), were downregulated or not differentially expressed in SPZ_EJ_ (Fig. 5a–c). In contrast, half of the genes involved in the PP pathway, such as 6-phosphogluconate dehydrogenase (*pgd*), transketolase (*tkt*) and transaldolase (*tal*), and most of the glycolytic enzyme-encoding genes, including the two key enzymes hexokinase-1 (*hk1*) and pyruvate kinase (*pkm*), were upregulated in SPZ_EJ_ (Fig. 5a–c). Similarly, many of the genes coding for enzymes catalyzing oxidative phosphorylation (OXPHOS) were also upregulated in SPZ_EJ_ (Fig. 5a–c). These data therefore suggest that both glycolysis and OXPHOS are important pathways for ATP generation in seabream spermatozoa.

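Of 22 tested features named as TCA cycle enzymes, 3 were called higher and 7 lower in SPZ_EJ by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a median log2 fold change of -0.55. With library size only the counts were 5 and 5 and the median 0.18, so the direction of the family depends on the scaling. Both *fbp1* features fell, from 269 ± 130.3 to 8.14 ± 3.74 CPM (log2 fold change -5.05, SE 0.51, adjusted p = 9.51e-06, same test) and from 31.7 ± 7.05 to 2.41 ± 1.21 CPM (log2 fold change -3.72, SE 0.44, adjusted p = 3.06e-05, same test). *pck2* and *g6pc* were not analysed here.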

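Of 25 tested features named as glycolytic enzymes, 19 were called higher and 1 lower in SPZ_EJ (median log2 fold change 2.92). Over the alternatives the median ranged from 2.58 (without HGC replicate 2) to 3.60 (library size only). For the PP pathway 3 of 6 were called higher (median 1.85), 4 with each of the other scalings. *pgd* stood at 21.3 ± 2.00 CPM in HGC and 127 ± 39.5 CPM in SPZ_EJ (log2 fold change 2.58, SE 0.30, adjusted p = 2.29e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), transketolase 2 at 46.3 ± 25.2 CPM in HGC and 250.4 ± 74.3 CPM in SPZ_EJ (log2 fold change 2.43, SE 0.41, adjusted p = 0.000330, same test) and the feature tied to transaldolase at 9.90 ± 2.23 CPM in HGC and 58.7 ± 15.7 CPM in SPZ_EJ (log2 fold change 2.57, SE 0.31, adjusted p = 3.35e-05, same test). The tested *hk1* features reached 9.08 ± 2.35 CPM (log2 fold change 4.15, SE 0.60, adjusted p = 0.000116, same test) and 5.13 ± 1.47 CPM in SPZ_EJ (log2 fold change 4.00, SE 0.53, adjusted p = 6.32e-05, same test). *pkm* was more abundant, at 21.5 ± 6.14 CPM in HGC and 440.1 ± 147 CPM in SPZ_EJ (log2 fold change 4.35, SE 0.38, adjusted p = 3.72e-06, same test). Of the other features with this product name, looked up after their values were seen, Saurata1B012991 was not called (log2 fold change 1.01, adjusted p = 0.0478, same test) and Saurata1B049396 did not pass the expression filter.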

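For features named as OXPHOS subunits, 5 of 50 tested were called higher and 8 lower in SPZ_EJ, with a median log2 fold change of 0.04. This balance turns with the scaling. Higher and lower calls numbered 8 and 1 with library size only, 8 and 4 with the upper quartile, 6 and 4 with DESeq2 size factors, and 5 and 4 by the default test of DESeq2, and lower calls numbered 4 without SPZ_EJ replicate 3 or 4. Vacuolar proton ATPase subunits, a separate enzyme, had 11 of 23 higher and 3 lower (median 1.21), with 7 higher without HGC replicate 1 or 2.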

**Figure 5:**
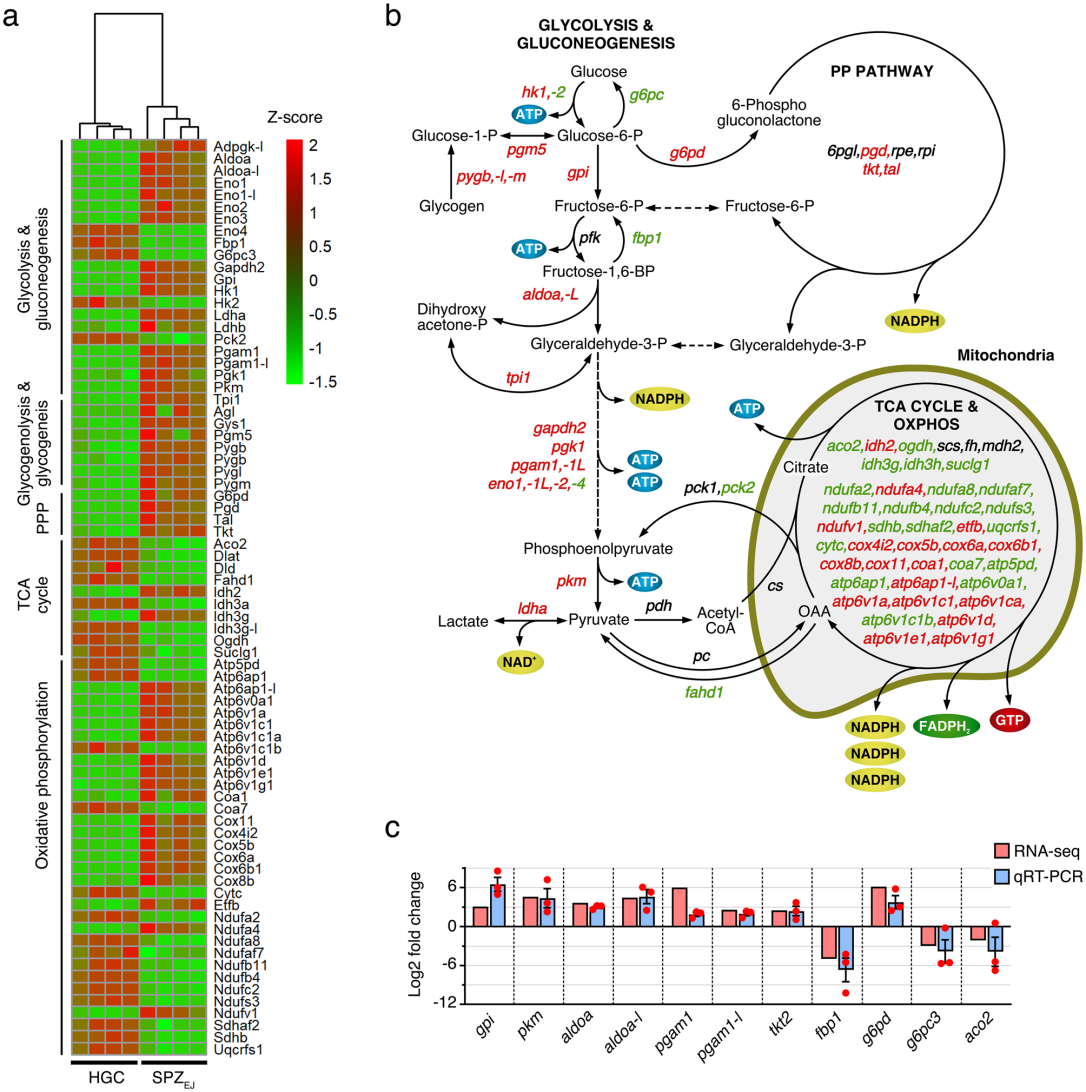
Analysis and mapping of DEGs potentially involved in respiratory pathways in seabream spermatozoa. (**a**) Hierarchical clustering heatmap of RNA-seq expression z-scores computed for genes encoding enzymes potentially involved in carbohydrate metabolism, penthose phosphate pathway (PPP), tricarboxylic acid (TCA) cycle, and oxidative phosphorylation (OXPHOS), that are differentially expressed (*p*-adj < 0.01; Log2 fold change > 1) between HGC and SPZ_EJ_. The map was generated with the ‘pheatmap’ R package (https://CRAN.R-project.org/package=pheatmap). (**b**) Schematic diagram of the biochemical pathways of glycolysis/gluconeogenesis, PPP, TCA cycle and OXPHOS. Enzyme-coding DEGs in green and red color denotes downregulation and upregulation, respectively, whereas black color indicates no change in the expression levels. The diagram was generated using CorelDRAW Graphics Suite 2021.5 (https://www.coreldraw.com/). (**c**) Validation of the changes in expression of 11 selected genes classified into respiratory pathways by qRT-PCR. Data from qRT-PCR are the mean ± SEM (*n* = 3 pools of 3 different fish each) and were plotted using the GraphPad Prism v8.4.3 (686) software (https://www.graphpad.com/).

### The cytokine, PDGF and GnRHR signaling pathways are highly upregulated in SPZ_EJ_

In order to identify signaling pathways enriched in SPZ_EJ_, pathway analysis was carried out for the 7287 DEGs using the PANTHER classification system^40^. The analysis identified a total of 960 transcripts belonging to 37 different signaling pathways, including 13 receptor pathways (Fig. 6). Highly enriched and significant pathways were integrin, epidermal growth factor receptor (EGFR), fibroblast growth factor (FGF), cholecystokinin receptor (CCKR), rat sarcoma virus (Ras), vascular endothelial growth factor (VEGF), and B cell activation. However, amongst the most dominant pathways regulated in SPZ_EJ_ in terms of number of genes identified, rich factor and lowest *p*-values were the inflammation mediated by chemokine and cytokine, PDGF and GnRHR signaling pathways (Fig. 6). Mapping of these DEGs, as well as of other transcripts detected but not regulated in SPZ_EJ_, on the corresponding KEGG pathway and WikiPathways databases showed that most components of the chemokine and cytokine, PDGF and GnRH signaling pathways were expressed in SPZ_EJ_ (Suppl. Figs. S2–S4).

**Figure 6:**
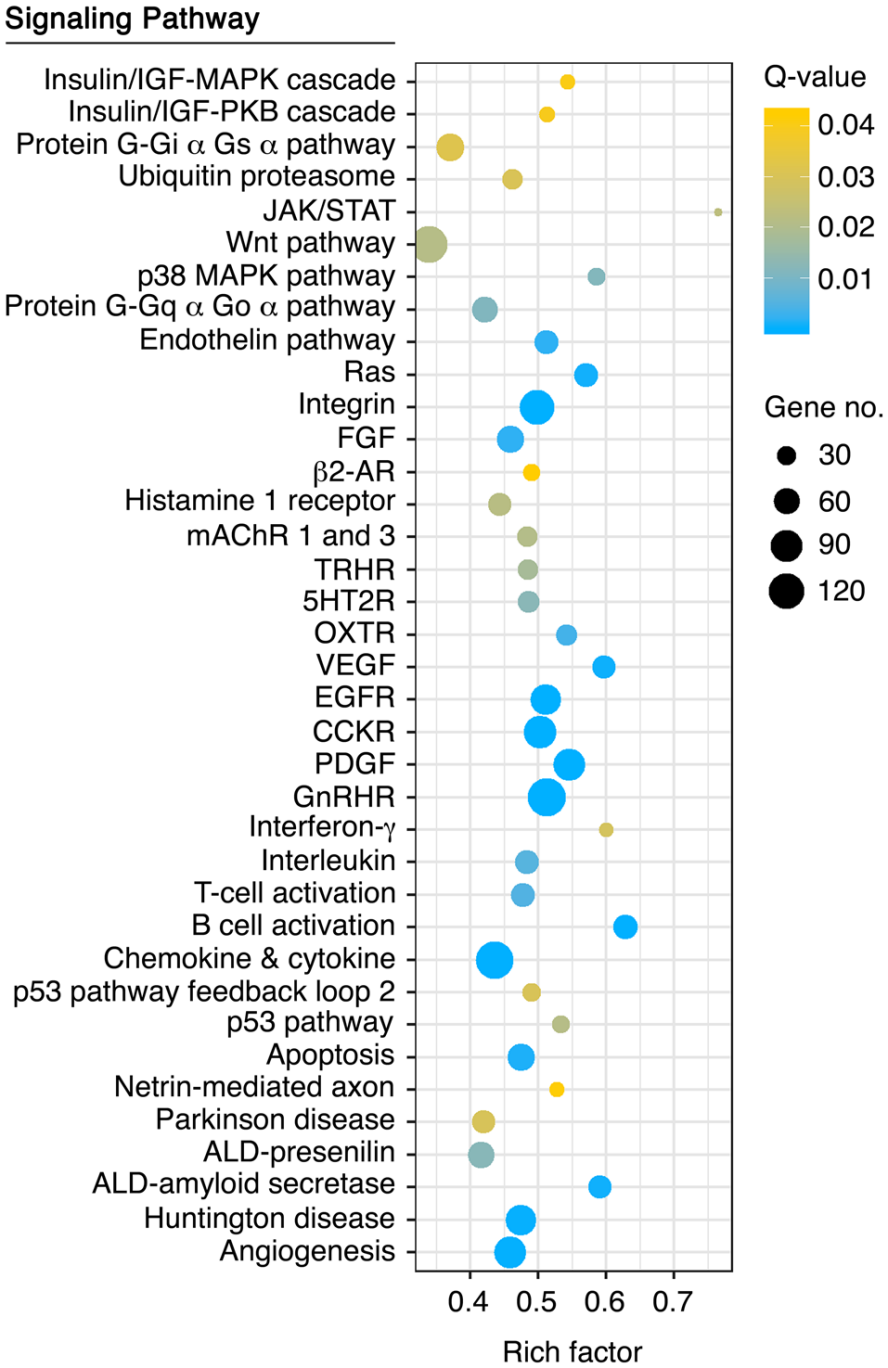
Pathway enrichment analysis among DEGs during spermatozoa differentiation and maturation using the PANTHER Classification System. The plot generated with the ‘ggplot2’ R package (https://ggplot2.tidyverse.org) shows the 37 most highly enriched signaling pathways (FDR < 0.05) in SPZ_EJ_. The left Y-axis shows the PANTHER pathway, whereas the X-axis shows the rich factor. A high Q-value is represented by yellow and a low Q-value is represented by blue.

Hierarchical clustering heatmaps showed that most of the genes related to the chemokine and cytokine, PDGF and GnRHR pathways were upregulated in SPZ_EJ_ (Fig. 7a–c). Thus, for the chemokine and cytokine pathway the most accumulated transcripts (log2 fold change > 7) were C-X-C motif chemokine 10 (*cxcl10*), C-C chemokine receptor type 6 (*ccr6*), C-C motif chemokine 3 and 19 (*ccl3* and *ccl19*), and ras-related C3 botulinum toxin substrate 2 (*rac2*) (Fig. 7a). 

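Of the *cxcl10* features, the abundant copy stood at 1.59 ± 2.75 CPM in HGC and 91.0 ± 56.6 CPM in SPZ_EJ (log2 fold change 5.88, SE 1.20, adjusted p = 0.00116 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and the other had 3 HGC counts and 9.54 ± 12.3 CPM in SPZ_EJ, a ratio of 285 (95% counting interval 97.2–1384) (adjusted p = 0.000212, same test), with 804 of its counts in SPZ_EJ replicate 1. *ccr6* was tied to 3 features. Saurata1B032888 had 0 HGC counts and 1.84 ± 0.381 CPM in SPZ_EJ, at least 44.5-fold higher (adjusted p = 0.000134, same test), Saurata1B028175 stood at 1.93 ± 1.24 CPM in HGC and 24.4 ± 3.43 CPM in SPZ_EJ (log2 fold change 3.67, SE 0.52, adjusted p = 0.000103, same test), and Saurata1B043660 was not called (log2 fold change 3.21, SE 1.10, adjusted p = 0.0214, same test), although it was called by DESeq2 (adjusted p = 0.00946), by limma-voom (adjusted p = 0.00163) and with library size only (adjusted p = 0.00535). *ccl3* reached 25.6 ± 14.1 CPM in SPZ_EJ (log2 fold change 6.88, SE 0.84, adjusted p = 3.45e-05, same test), *ccl19* 30.1 ± 28.6 CPM in SPZ_EJ (log2 fold change 7.05, SE 0.95, adjusted p = 7.11e-05, same test) and *rac2* 61.7 ± 14.4 CPM in SPZ_EJ (log2 fold change 6.93, SE 0.61, adjusted p = 4.25e-06, same test). All of these features were higher in every SPZ_EJ library than in every HGC library. *rac2* belongs to a list of leukocyte marker genes that rose as a set in SPZ_EJ. For that set, RNA of leukocytes in the SPZ_EJ preparations cannot be told apart from expression by the spermatozoa.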

For the PDGF pathway, the Pdgf receptor b (*pdgfrb*), phosphatidylinositol 4,5-bisphosphate 3-kinase catalytic subunit delta isoform (*pik3cd*), inhibitor of nuclear factor kappa-B kinase subunit beta (*ikbkb*), rapidly accelerated fibrosarcoma (RAF) proto-oncogene serine threonine-protein kinase (*raf1*), and signal transducer and activator of transcription 1 (*stat1*), were the highest upregulated genes (log2 fold change > 4) (Fig. 7b). 

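*pdgfrb* rose in every SPZ_EJ library, from 1.25 ± 0.462 to 137 ± 52.7 CPM (log2 fold change 6.78, SE 0.46, adjusted p = 1.47e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), as did *pik3cd*, from 1.02 ± 1.17 to 58.7 ± 20.5 CPM (log2 fold change 5.89, SE 1.05, adjusted p = 0.000479, same test). *ikbkb* was not analysed here.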

Finally, in the GnRHR pathway the highest expressed genes (log2 fold change > 6) were matrix metallopeptidase-2 and -14 (*mmp2* and *mmp14*), mitogen-activated kinase 12 (*mapk12*), calcium calmodulin-dependent kinase type II delta 1 chain (*camk2d1*) and adenylate cyclase type 9 (*adcy9*) (Fig. 7c). These data were validated by qRT-PCR for a number of genes from each pathway, including three Gnrhrs identified in our transcriptome (*gnrhr1*, *gnrhr2* and *gnrhr3*) for which the RNA-seq did not detect significantly different expression levels (Fig. 7d). 

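*mmp2* reached 4.86 ± 6.21 CPM in SPZ_EJ, of which replicate 1 held 404 counts and replicates 2 to 4 held 49, 23 and 20 (log2 fold change 6.22, SE 1.28, adjusted p = 0.00120 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The *mmp14* features stood at 0.392 ± 0.422 CPM in HGC and 148 ± 60.9 CPM in SPZ_EJ (log2 fold change 8.64, SE 0.90, adjusted p = 1.21e-05, same test) and at 1.58 ± 1.26 CPM in HGC and 28.9 ± 6.29 CPM in SPZ_EJ (log2 fold change 4.19, SE 0.53, adjusted p = 4.74e-05, same test). Those of *mapk12* reached 10.8 ± 4.13 CPM (log2 fold change 6.66, SE 0.94, adjusted p = 0.000101, same test) and 8.09 ± 6.15 CPM (log2 fold change 5.60, SE 0.80, adjusted p = 0.000109, same test). Product names give *camk2d* without the number of its paralog. Of 4 such features, Saurata1B017011 reached 3.74 ± 1.95 CPM in SPZ_EJ (log2 fold change 4.55, SE 1.07, adjusted p = 0.00269, same test), Saurata1B048509 had 2 HGC counts (a ratio of 74.8 (95% counting interval 20.4–622)), Saurata1B001743 had 0 (at least 26.8-fold higher) and Saurata1B054192 had 3 (a ratio of 24.5 (95% counting interval 8.10–121)). For *adcy9*, 3 features were present and none passed the expression filter. Their SPZ_EJ means were 0.701, 0.560 and 1.11 CPM, with 2, 3 and 3 SPZ_EJ libraries above every HGC library (exact permutation p = 0.171, 0.143 and 0.143).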

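In the count table 5 features are named gonadotropin-releasing hormone II receptor, and the names do not tell which is *gnrhr1*, *gnrhr2* or *gnrhr3*. Only Saurata1B000548 passed the expression filter, at 6.38 ± 0.871 CPM in HGC and 4.80 ± 2.11 CPM in SPZ_EJ (log2 fold change -0.41, SE 0.45, adjusted p = 0.433 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With library size only its log2 fold change was 0.24, of the opposite sign. The other 4 held 42, 23, 7 and 7 counts over the 4 SPZ_EJ libraries.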

The qRT-PCR analysis showed however that both *gnrhr2* and *gnrhr3* are in fact upregulated in SPZ_EJ_, whereas the *gnrhr1* is not (Fig. 7d). Altogether, these data suggest the activation of the chemokine and cytokine, GnRHR and PDGF signaling pathways during seabream spermiogenesis.

**Figure 7:**
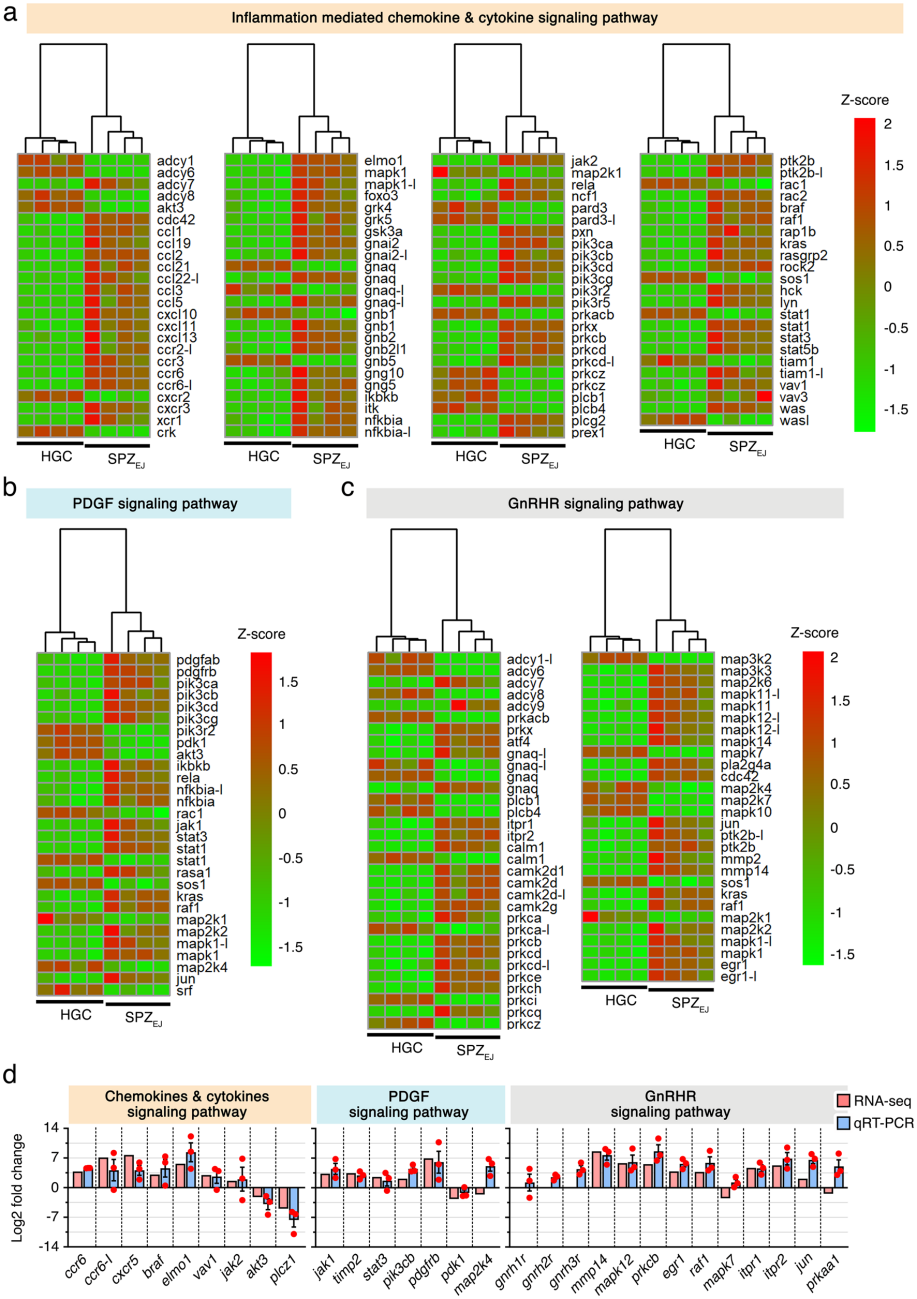
Hierarchical clustering heatmaps of RNA-seq expression for genes potentially involved in the inflammatory chemokine and citokine (**a**), PDGF (**b**) and GnRHR (**c**) signaling pathways. The maps were generated with the ‘pheatmap’ R package (https://CRAN.R-project.org/package=pheatmap). (**d**) qRT-PCR validation of the changes in expression of selected genes classified into these pathways. Data from qRT-PCR are the mean ± SEM (*n* = 3 pools of 3 different fish each) and were plotted using the GraphPad Prism v8.4.3 (686) software (https://www.graphpad.com/).

### Transcripts expressed de novo in SPZ_EJ_

We finally investigated the 236 transcripts that were only identified in SPZ_EJ_, which were considered as emerging de novo during the differentiation and maturation of spermatozoa. These transcripts were classified into different functional categories by using GO analysis and the Uniprot database, which showed that those potentially involved in recognition, binding or adhesion processes of cells, cell signaling, metabolism, and transcription and translation, were the most abundant (21%, 17%, 14% and 13%, respectively) (Suppl. Fig. S5a). 

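*jund* had 0 counts in every HGC library and 5.60 ± 2.07 CPM in SPZ_EJ, at least 135-fold higher (adjusted p = 5.17e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *tlr13*, *tspan13* and *gnb2*, 1 feature each had 0 HGC counts and another did not. *tlr13* reached 1.92 ± 0.852 CPM from 0 counts (at least 46.4-fold higher, adjusted p = 0.000275, same test), while its other feature stood at 1.06 ± 1.41 CPM in HGC and 32.0 ± 28.0 CPM in SPZ_EJ (log2 fold change 4.95, SE 1.01, adjusted p = 0.00114, same test). *tspan13* reached 1.29 ± 0.603 CPM from 0 counts (at least 31.1-fold higher, adjusted p = 0.000356, same test), beside a feature at 1.13 ± 0.995 CPM in HGC and 29.0 ± 11.9 CPM in SPZ_EJ (log2 fold change 4.68, SE 0.62, adjusted p = 6.65e-05, same test). *gnb2* reached 0.914 ± 0.678 CPM from 0 counts (at least 22.1-fold higher), beside a feature at 0.314 ± 0.377 CPM in HGC and 19.3 ± 5.71 CPM in SPZ_EJ (log2 fold change 5.98, SE 0.98, adjusted p = 0.000270, same test). Both *ggt5* features had 0 HGC counts and were at least 46.5-fold higher (adjusted p = 0.000149, same test) and at least 32.7-fold higher. RSEM divides reads between such copies by its model, so 0 counts on a copy do not exclude reads of the gene. *cd209* and *tnfaip8l3* were not analysed here.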

Interestingly, among these transcripts, the CD209 antigen (*cd209*) (mean FPKM = 231), toll-like receptor 13 (*tlr13*) (mean FPKM = 38), tetraspanin-13 (*tspan13*) (mean FPKM = 21), guanine nucleotide-binding G(I) G(S) G(T) subunit beta-2 (*gnb2*) (men FPKM = 10), tumor necrosis factor alpha-induced protein 8-like protein 3 (*tnfaip8l3*) (mean FPKM = 17), gamma-glutamyltransferase 5-like (*ggt5*) (mean FPKM = 14), and transcription factor jun-D-like (jund) (mean FPKM = 12) showed the highest expression in SPZ_EJ_ (Suppl. Fig. S5a). Further interactome analysis of the proteins potentially encoded by the de novo transcripts revealed the upregulation of components of the Ca^2+^ and cAMP, and phosphatidylinositol 3-kinase (PI3K/Akt), signaling pathways in SPZ_EJ_ (Suppl. Fig. S5b), suggesting an important role of these pathways for spermatozoon function. In addition, gene set enrichment and pathway analyses among the de novo genes in SPZ_EJ_ confirmed the activation of the GnRHR and PDGF signaling pathways, and also suggested a potential role of heterotrimeric G proteins-mediated signal transduction mechanisms in SPZ_EJ_ (Suppl. Fig. S6).

## Discussion

The present study reports for the first time to our knowledge the molecular signature of spermiogenesis in a teleost fish. By combining flow cytometry and cell sorting with transcriptomics, we were able to identify key candidate genes and functional pathways that may be essential to sperm function and early embryo development. Our data also support the view that the teleost sperm transcriptome is a complex and heterogeneous network of coding and non-coding RNA molecules as previously noted in the human sperm^14^.

The role of lncRNAs on mammalian spermatogenesis has been predicted, but functional studies exploring their mechanism of action and relevance to sperm function are lacking^41^. 

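Any count at all was found on 15751 to 19755 lncRNAs per HGC library and on 23394, 93858, 53712 and 99301 in SPZ_EJ replicates 1 to 4 (exact permutation p = 0.0286). With all libraries thinned to 15395220 counts the ranges were 13971 to 17957 in HGC and 22546 to 99301 in SPZ_EJ. The share of counts on lncRNAs was 2.38 ± 0.177% in HGC and 14.3 ± 4.97% in SPZ_EJ.

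**Figure D2:**
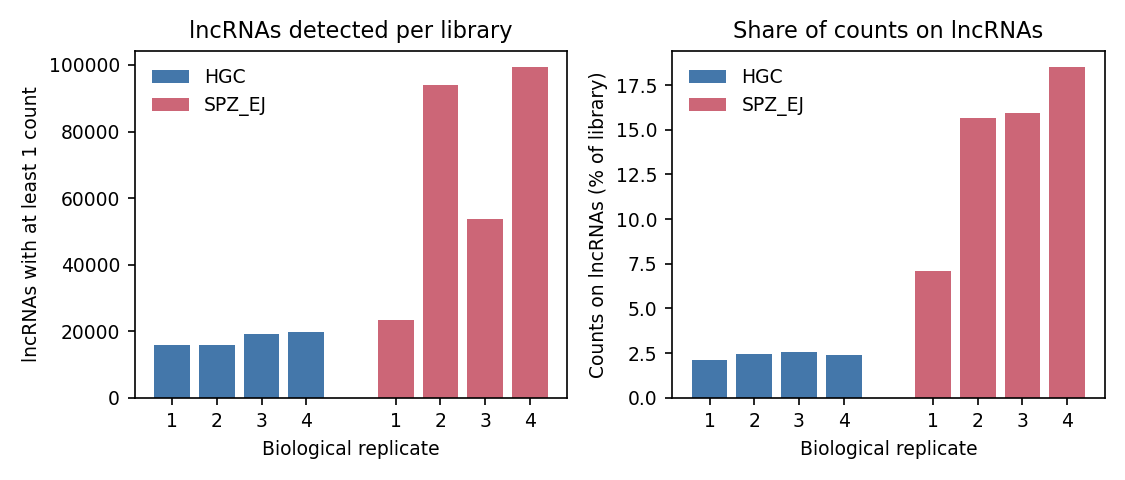
Left, lncRNAs with at least 1 count in each library. Right, counts on lncRNAs as a percentage of the library. Each bar is 1 library; blue, HGC replicates 1 to 4; red, SPZ_EJ replicates 1 to 4.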

In the human spermatozoon the lncRNA cargo of the is of about 7521 sequences^14^, thus close to the number of lncRNAs found in seabream SPZ_EJ_ in our study (8560). In human, most of the lncRNAs detected in the spermatozoon were categorized as antisense and long intervening/intergenic noncoding RNAs (lincRNAs), which frequently regulate gene expression in *cis*^14,42^. The lncRNAs cargo of human and seabream spermatozoa is possibly understimated since the workflow employed in both studies allowed the inclusion of coding and non-coding transcripts with a selection of poly(A) RNAs, which enriched the RNA-seq libraries in polyadenylated antisense lncRNAs^43^. In mammals, many targets of spermatozoon lncRNAs have been predicted^44^, and found to be enriched in apoptosis (e.g., PI3K-AKT, p53)^45^, capacitation-related pathways (e.g., Ca^2+^, cAMP, and MAPK signaling)^46^, motility^47–49^, and first stages of embryo development^14^. In teleosts, such information is still lacking, but our present findings show that the number of de novo emerging lncRNAs in mature seabream sperm is much higher than that of mRNAs. This observation resembles that reported for mature bull sperm, where the number of differentially expressed lncRNAs is also much greater than that of mRNAs^49^. It will therefore be interesting to investigate in the future whether such large number of lncRNAs in the seabream mature spermatozoon reflects different roles of these molecules in motility and early embryo development as suggested for mammals.

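More lncRNAs than mRNAs were counted under every definition of absence from HGC tried here, and without any 1 library, and the numbers depend on the definition. With any count in at least 1 SPZ_EJ library, none in HGC and no test, there were 90516 lncRNAs and 4237 mRNAs. With a call by edgeR's test and an HGC mean below 1 CPM there were 2712 and 1896.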

The transcriptomic analysis carried out here identified many DEGs between HGC and SPZ_EJ_, indicating that substantial changes in gene expression occurred during the transition between these two germ cell stages. 

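Across features, the Pearson correlation of log2 levels between 2 libraries was 0.920 to 0.955 among the HGC pairs and 0.624 to 0.847 among the SPZ_EJ pairs. These features are not independent replicates, so no p is attached. limma's sample weights, estimated from how well each library fits the model, ranged from 0.932 to 1.60 in HGC and were 0.262, 0.569, 2.19 and 0.976 in SPZ_EJ replicates 1 to 4. Each library is a pool of 3 males, so differences between males within a pool are not seen.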

The analysis however also revealed a higher heterogenicity in gene expression in SPZ_EJ_ than in HGC, suggesting that sperm cells at different stage of maturation may be present in the first population, thereby resulting in different cohorts of motile spermatozoa. In fact, the motility and progressivity of SPZ_EJ_ from different males at 5 s postactivation ranged from 88 to 98% and from 16 to 51%, respectively, while the time during which spermatozoa remained motile ranged from 5 to 8 min, which could be the consequence of differences in gene expression. These observations thus raise the possibility that specific transcripts are directly related to sperm motility in teleosts, and may be used as potential targets in fertility biomarkers as in mammals^41^.

In SPZ_EJ_, different genes involved in the cytoskeleton and ion and water transport were upregulated, which can be expected since sperm cells need to differentiate the flagellum and an intracellular signaling machinery in order to activate and maintain motility in the aquatic environment. The upregulated cystokeletal genes were mostly related to actin remodeling, such as *marcks* and other actin binding genes, and components of the kinesin motor complex, such as *kif20a* and *sybu*, which may be involved in the maturation of spermatozoa^50^. However, many components of the axoneme, which are likely necessary for flagellar function in piscine spermatozoa as in mammals^51–54^, such as a number of cilia- and flagella-associated proteins (*cfap43, -57, -61, -70*), sperm flagellar proteins (*spef1* and *-2*) and different dynein motor proteins, except dynein heavy chain 12 (*dnah12*) and cytoplasmic dynein 1 intermediate chain 2 (*dync1i2*), were downregulated in SPZ_EJ_. This observation suggests that these transcripts might be transiently upregulated during the differentiation and/or maturation of spermatozoa in the extratesticular ducts (ETDs) prior to ejaculation, although this needs further confirmation. 

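All 7 tested features named cilia- and flagella-associated protein were called lower in SPZ_EJ (median log2 fold change -5.28), under each scaling and without any 1 library. Among dynein chains and axonemal assembly factors, 24 of 33 were lower and 1 higher (median -3.43), also lower under each scaling. *cfap70* fell from 577 ± 75.0 to 7.03 ± 2.93 CPM (log2 fold change -6.36, SE 0.41, adjusted p = 1.45e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *spef1* from counts of 930, 872, 1229 and 610 to 13, 70, 3 and 1 in replicates 1 to 4 (log2 fold change -5.33, SE 1.06, adjusted p = 0.000948, same test) and *spef2* from 1338 ± 115 to 17.9 ± 10.9 CPM (log2 fold change -6.22, SE 0.51, adjusted p = 2.84e-06, same test). The feature tied to *dync1i2* rose from 11.3 ± 3.92 to 69.2 ± 29.1 CPM (log2 fold change 2.62, SE 0.39, adjusted p = 0.000132, same test), while Saurata1B014954, which has the same product name and was chosen after its values were seen, fell (log2 fold change -5.91, adjusted p = 1.55e-06, same test). The feature whose values equal those printed for *dnah12* rose from 108 ± 11.1 to 1866 ± 1116 CPM (log2 fold change 4.11, SE 0.55, adjusted p = 6.93e-05, same test), but its product name is ankyrin repeat and SOCS box 14, so the gene behind it is uncertain. *cfap43*, *cfap57* and *cfap61* were not analysed here.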

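For *aqp3a* the levels were 0.0498 ± 0.0352 CPM in HGC and 1.47 ± 0.652 CPM in SPZ_EJ, from 4 HGC counts in all (log2 fold change 4.63, SE 0.76, adjusted p = 0.000266 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without the expression filter it was not called (adjusted p = 0.0151 with the same test). *aqp11a* stood at 0.285 ± 0.0790 CPM in HGC and 4.41 ± 3.64 CPM in SPZ_EJ (log2 fold change 3.92, SE 0.81, adjusted p = 0.00127, same test), with 199, 11, 34 and 177 counts in SPZ_EJ replicates 1 to 4.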

Regarding membrane channels, *aqp7* was the most highly upregulated in SPZ_EJ_, which also accumulated transcripts encoding *aqp3a* and *-11*, suggesting that water and/or uncharged solute transport may be important during sperm formation. The ion channels and exchangers upregulated include the transient receptor potential cation channel subfamily V member 1 (*trpv1*), different potassium voltage-gated ion channels (*kcnc4*, *kcng4*, *kcnh1*, *kcnk6*) and the sodium potassium calcium exchanger 2 (*slc24a2*), which may be involved in the activation and maintenance of sperm motility^55,56^ or in the late stages of spermatogenesis^57^. 

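These transcripts were scarce except for *slc24a2*. The feature tied to *trpv1*, named TRP subfamily V member 2, reached 2.94 ± 0.851 CPM in SPZ_EJ from 5 HGC counts (log2 fold change 5.28, SE 0.93, adjusted p = 0.000417 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *kcnc4* had 0 HGC counts and 0.579 ± 0.551 CPM in SPZ_EJ, at least 14.0-fold higher, and was not tested because it did not pass the expression filter. *kcnh1* stood at 0.187 ± 0.114 CPM in HGC and 1.56 ± 0.575 CPM in SPZ_EJ (log2 fold change 3.03, SE 0.65, adjusted p = 0.00156, same test) and was not called without HGC replicate 1, 2 or 3 (adjusted p = 0.02, 0.019 and 0.0224 with the same test) or without the expression filter (adjusted p = 0.0916). *slc24a2* held 1, 4, 2 and 9 counts in HGC and 0, 1, 2360 and 6224 in SPZ_EJ replicates 1 to 4, so replicates 1 and 2 lay below every HGC library and replicates 3 and 4 above (exact permutation p = 0.429).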

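Levels were 27.5 ± 5.70 CPM in HGC and 165 ± 31.7 CPM in SPZ_EJ for *vdac1* (log2 fold change 2.58, SE 0.28, adjusted p = 1.78e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.548 ± 0.583 CPM in HGC and 60.7 ± 26.4 CPM in SPZ_EJ for *lrrc8d* (log2 fold change 6.83, SE 0.89, adjusted p = 5.56e-05, same test) and 0.565 ± 0.565 CPM in HGC and 7.88 ± 3.83 CPM in SPZ_EJ for *piezo1* (log2 fold change 3.83, SE 0.76, adjusted p = 0.000986, same test). Each was higher in every SPZ_EJ library than in every HGC library.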

Other ion channels potentially implicated in cell volume regulation upon activation of sperm in the hyperosmotic seawater, such as voltage-dependent anion-selective channel protein 1 (*vdac1*), volume-regulated anion channel subunit Lrrc8d (*lrrc8d*) and the mechanosensitive ion channel Piezo 1 (*piezo1*)^58,59^, were also highly accumulated in SPZ_EJ_.

An important process during the differentiation of spermatozoa is to prepare the cells to become fertilization competent, and therefore genes involved in sperm-egg interaction are likely to be activated. Accordingly, different genes encoding for cell adhesion proteins potentially involved in this mechanism were upregulated in SPZ_EJ_, such as several C-type lectins and cell surface glycoproteins (*cd209c*, *cd209e*, *cd200r1a*) and immunoglobulin receptors (*pigr*, *fcgr2a* and *-3*, *ildr1*). 

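*cd200r1a* stood at 0.107 ± 0.0533 CPM in HGC and 5.90 ± 4.66 CPM in SPZ_EJ (log2 fold change 5.68, SE 0.80, adjusted p = 9.86e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *pigr* had 1 HGC count and 6.29 ± 3.39 CPM in SPZ_EJ, a ratio of 485 (95% counting interval 86.7–19190) (adjusted p = 2.50e-05, same test), and *fcgr2a* 3 HGC counts and 3.81 ± 1.48 CPM in SPZ_EJ, a ratio of 98.3 (95% counting interval 33.3–479) (adjusted p = 0.000123, same test). *ildr1* reached 7.30 ± 6.52 CPM in SPZ_EJ, with 22, 80, 125 and 356 counts in replicates 1 to 4 and the count of replicate 1 within the HGC range (log2 fold change 3.16, SE 0.83, adjusted p = 0.00528, same test). It was not called without HGC replicate 1, 2 or 3 or SPZ_EJ replicate 4, nor without the expression filter (adjusted p = 0.0104 with the same test). The *cd209* genes and *fcgr3* were not analysed here.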

Interestingly, we also found two transcripts with sequence homology to zona pellucida (ZP) proteins highly upregulated in SPZ_EJ_ (log2 fold change > 9), one that seems to be the ortholog of mammalian ZP3 (*zp3*; XM_030443218.1) and another distantly related to ZP2 (*zp2*; AY928799.1). 

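In CPM, *zp3* stood at 1.46, 0.260, 189.9 and 423 in SPZ_EJ replicates 1 to 4, and *ZP2* at 41.7 and 85.9 in replicates 3 and 4 with 0 counts in replicates 1 and 2. A group mean of these features therefore rests on 2 of the 4 pools.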

The expression of ZP proteins in mammals and fish has been originally thought to be ovary specific, where they are synthesized by the liver under estrogenic regulation and/or in the oocyte, and further deposited in the vitelline envelope separating the oocyte from the somatic cells which will form the chorion^60,61^. Recent studies, however, have found the expression of ZP3 proteins in spermatogonia, spermatocytes and round and elongated spermatids, but not in spermatozoa, in both human and mouse^62^. Therefore, our findings are not completely surprising, but they may reflect the presence of remnant mRNAs from the processes of spermatozoa differentiation rather than mRNAs playing a role during sperm-egg recognition. In any event, further studies are necessary to confirm the presence of ZP proteins in fish spermatozoa and elucidate their potential function.

An intriguing observation of the present study was the high number of upregulated transcripts related to transcription and translation found in SPZ_EJ_. Many of these mRNAs encode for transcription factors, transcriptional and translational regulators, and ribosomal proteins, including seven different mitochondrial ribosomes. Vertebrate spermatozoa are believed to be trancriptionally and translationally silent as a result of the degradation of ribosomal RNAs and the gradual replacement of the histones of the DNA-packing nucleosomes by protamines during the spermiogenic differentiation phase^63,64^. The many types of RNAs still present in the sperm are thus thought to be the remnants of the high transcriptional activity of the spermatocytic and spermatidogenic phases^63^, or delivered via epididymal extracellular microvesicles, called exosomes or epididysomes^65^. However, some studies suggest that mitochondrial ribosomal pathways, rather than the canonical cytoplasmic mechanisms, remain active in the spermatozoon and yield paternal factors that are important for sperm maturation, capacitation in the female reproductive tract, fertility, and early zygotic development^66–69^. As in several lineages of anamniotes^70–72^, the seabream spermatozoa are devoid of protamines^34^, which agrees with the failure to detect protamine-encoding mRNAs in our transcriptome. This observation, together with the high accumulation of transcription and translation related genes in seabream SPZ_EJ_, raises the question of whether transcriptional quiescence is a general feature of post-meiotic sperm maturation in teleosts. However, fish also produce exosomes in the ETDs as mammals^73^, and therefore it is also plausible that these spermatozoon mRNAs, as well as the lncRNAs, are originated from exosomes released from cells lining the ETDs for further function in early embryogenesis. Future studies should investigate the chromatin architecture reorganization and epigenetic marks in seabream spermatozoa that might allow transcription and translation during the maturation phase in the ETDs.

Previous studies in teleosts have shown that the energy-supplying pathways in spermatozoa include glycolysis, phospholipid catabolism and triglyceride metabolism, the TCA cycle, and OXPHOS, the latter two mechanisms being the key metabolic pathways that sustain basal metabolism^52,74^. Studies in the seabream suggest that lipids are the major substrate for ATP/energy production via the mitochondrial TCA cycle, while cytosolic glycolysis and carbohydrate metabolism seems to have a lesser contribution^75^. In contrast, upon motility activation OXPHOS seems to be the main ATP source for flagellar movement, which achieves a balance between energy production and consumption^76,77^. According to this view our interactome analysis showed that enzymes involved in gluconeogenesis were downregulated in SPZ_EJ_, while those playing distinct roles in the TCA cycle and OXPHOS, as well as in triglyceride synthesis and lipid catabolism, were in general upregulated. However, we also found that many glycolytic enzymes were upregulated in SPZ_EJ_, including lactate dehydrogenase (*ldha* and *ldhb*) involved in the conversion of pyruvate to lactate. This observation thus suggests that glycolysis may be an important metabolic pathway during the maturation of spermatozoa in the ETDs since this pathway is more effective under anaerobic than aerobic conditions.

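*ldha* rose from 8.63 ± 6.96 to 594 ± 94.8 CPM and was higher in every SPZ_EJ library than in every HGC library (log2 fold change 6.11, SE 0.68, adjusted p = 1.99e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ldhb* rose from 2.94 ± 3.47 to 35.4 ± 36.5 CPM and was not called (log2 fold change 3.61, SE 1.20, adjusted p = 0.0193, same test), with 103, 6, 0 and 70 counts in HGC. It was called by DESeq2 (adjusted p = 0.00346) and by limma-voom (adjusted p = 0.002), and by edgeR's test with library size only (adjusted p = 0.00392) and without the expression filter (adjusted p = 9.71e-08).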

Finally, the in silico analysis of DEGs in SPZ_EJ_ revealed the enrichment of different signaling pathways, amongst which the cytokine/chemokine, GnRHR and PDGF pathways appear the most predominant. Evidence for the existence of chemotaxis in fish, guiding the spermatozoa to the vicinity of the egg and even orienting the direction of their swimming path toward the egg micropyle, is increasing^74,78–81^, and therefore our observation of the presence of almost all components of the cytokine/chemokine signaling pathway in SPZ_EJ_ is consistent with these findings. The expression of the GnRHR and PDGF pathways in spermatozoa, including mRNAs encoding Gnrh and Pdgf cognate receptors, is however more compelling. Previous studies in teleosts have shown that administration of some hormones, such as progestins, androgens and gonadotropins, can increase the seminal plasma pH in the ETDs, which results in the elevation of intra-sperm cAMP levels, increase hydration, or induce the secretion of sperm-immobilizing ions by the ETD epithelium^2,82^. However, the cellular sources of these hormones in the ETDs and their potential signal transducing effects in the maturing spermatozoa are completely unknown. Nevertheless, it can be speculated that the expression of the GnRHR and PDGF pathways in seabream spermatozoa may reflect a prior function of these factors as paracrine signals in the ETDs for inducing the maturation and acquisition of full motility of spermatozoa, which might involve the activation of transcription and/or translation of specific genes as discussed above. This challenging hypothesis is not yet proven and merits further investigation.

In summary, the transcriptome dynamics during spermiogenesis described for the first time here provide important insights into the molecular mechanisms underlying sperm differentiation and maturation in non-mammalian vertebrates. Our data uncovered a number of candidate genes, lncRNAs and novel endocrine pathways that may play important roles for the acquisition of the spermatozoon motility and during early embryo development of teleosts. Further studies will be necessary to dissect out the specific functions of these genes during the transition of haploid cells to spermatozoa, as well as during the subsequent maturation in the extratesticular tract.

## Methods

### Animals and sample collection

Adult gilthead seabream males were raised in captivity at the Institut de Recerca i Tecnologia Agroalimentàries (IRTA) aquaculture facilities in San Carlos de la Rápita (Tarragona, Spain) and maintained in the laboratory as described previously^38^. Samples of testis and SPZ_EJ_ were obtained from males during the natural reproductive season (November-February). The sperm was collected from males sedated with 500 ppm of phenoxyethanol (Merck) by the application of a soft pressure to the abdominal area and removal of sperm from the gonopore with a syringe, while the testes were collected from anaesthezized fish and euthanized by decapitation. Procedures relating to the care and use of animals and sample collection were approved by the Ethics Committee (EC) of Institut de Recerca i Tecnologia Agroalimentàries (IRTA), following the International Guiding Principles for Research Involving Animals (EU 2010/63), and in accordance with ARRIVE guidelines (https://arriveguidelines.org).

### Cell cytometry

To isolate HGC by FACS, testicular biopsies were cut into small pieces of ~ 1 g and treated with 0.2% collagenase (Merck type 1A) for 1 h under agitation in non-activating medium (NAM; in mg/ml: 3.5 NaCl, 0.11 KCl, 1.23 MgCl_2_, 0.39 CaCl_2_, 1.68 NaHCO_3_, 0.08 glucose, 1 bovine serum albumine [BSA], pH 7.7; 280 mOsm) (*51*) supplemented with 200 μg/mL penicillin/streptomycin (Life Technologies Corp.). Samples were centrifuged at 200× *g* for 1 min to remove cell aggregates, and the supernatant centrifuged again at 400× *g* for 1 min to enrich in haploid cells. The cells were centrifuged at 400× *g* for 5 min and the pellet resuspended in 1 ml NAM. The concentration of cells was determined by light microscopy and the ISASv1 software (Proiser), and this was adjusted to 150 × 10^6^ cells/ml. Cells were then stained with 200 nM of a solution of SYBR Green I (SGI) fluorescent nucleic acid stain (Molecular Probes, Life Technologies Corp.) for 45–60 min in the dark at room temperature, just prior to flow cytometry.

FACS was performed with a MoFlo XDP cell sorter (Beckman Coulter) equipped with three lasers (blue solid state of 488 nm, red diode of 635 nm, and argon ion UV laser of 351 nm). Sterilized PBS served as the sheath fluid. The sorter was set in 4-way purify sort mode and with a flow sorting rate of ~ 1500 events/s. The sorted population of HGC was collected in 4 ml of NAM in 15 ml tubes and centrifuged at 200× *g* for 15 min. The resulting pellet was resuspended in 100 μl of NAM to obtain aliquots of 3 to 5 × 10^6^ cells, which were centrifuged again at 200× *g* and frozen in liquid nitrogen and stored at − 80 °C.

### Immunofluorescence microscopy

Sorted germ cells and SPZ_EJ_ were processed as described previously^7,38^ and attached to UltraStick/UltraFrost Adhesion slides (Electron Microscopy Sciences). Samples were fixed in 4% PFA in PBS for 15 min before antigen retrieval in three consecutive 5-min incubations with boiling citrate (10 mM at pH 6), followed by triton X-100 (0.2% in PBS) for 15 min. After blocking for one hour in PBST with 5% normal goat serum (Merck G9023) and 0.1% BSA, antibodies were applied overnight at 4 °C in a humidified chamber. The primary antibodies were α-tubulin (Merck T9026; 1:1000), H3K9ac (Abcam ab4441; 1:1000), and Spo11 (Santa Cruz Biotechnology sc-33146; 1:1000). Anti-mouse or anti-rabbit IgG coupled with Alexa-555 (Invitrogen A-21422 and Merck AP510C, respectively) were applied for 1 h at room temperature and cells were counterstained with 4′,6-diamidino-2-phenylindole dihydrochloride (DAPI; Merck G8294; 1:3000) before mounting with Fluoromount™.

### Evaluation of sperm motility by CASA

The percentage of motile and progressive spermatozoa, as well as the time during which the sperm remained motile, was determined by CASA using the Integrated Semen Analysis System (ISASv1, Proiser) software as previously described^83^.

### RNA extraction, library construction, and sequencing

Total RNA from HGC (3 × 10^7^ cells) and SPZ_EJ_ (3–30 × 10^7^ cells) was extracted with the RNeasy Plus Mini Kit (Qiagen). The full-spectrum UV–Vis spectro-photometer NanoDropVC 2000 (Thermo Fisher Scientific) was used to determine the purity and concentration of the extracted RNA by measuring their 260/280 nm absorbance ratio. RNA size distribution profiles were analyzed using the Agilent 2100 Bioanalyzer (Agilent Technologies). The RIN values ranged from 8.4 to 7.5 in HGC, whereas these values ranged from 1 to 3.2 in SPZ_EJ_. The absence of peaks corresponding to 28S and 18S rRNAs in SPZ_EJ_ was confirmed to verify the absence of non-sperm cells in these samples.

Four unstranded RNA libraries (replicates) for low-input RNA were constructed for each of the HGC and SPZ_EJ_ groups; each replicate being a pool of cells collected from three different males. The libraries from the total RNA were prepared following the SMARTseq2 protocol for low-input RNA^84^ with some modifications. Briefly, reverse transcription with 2 ng RNA was performed using SuperScript II (Invitrogen) in the presence of oligo-dT30VN (1 µM; 5′-AAGCAGTGGTATCAACGCAGAGTACT_30_VN-3′), template-switching oligonucleotides (1 µM) and betaine (1 M). The cDNA was amplified using the KAPA Hifi Hotstart ReadyMix (Merck), 100 nM ISPCR primer (5′-AAGCAGTGGTATCAACGCAGAGT-3′) and 12 cycles of amplification. Following purification with Agencourt Ampure XP beads (1:1 ratio; Beckmann Coulter), product size distribution and quantity were assessed on a Bioanalyzer High Sensitvity DNA Kit (Agilent). The amplified cDNA (200 ng) was fragmented for 10 min at 55 °C using Nextera® XT (Illumina) and amplified for 12 cycles with indexed Nextera® PCR primers. The library was purified twice with Agencourt Ampure XP beads (0.8:1 ratio) and quantified on a Bioanalyzer using a High Sensitvity DNA Kit.

The libraries were sequenced on HiSeq2500 (Illumina) in paired-end mode with a read length of 2 × 76 bp using TruSeq SBS Kit v4. We generated more than 30 million paired-end reads for each sample in a fraction of a sequencing v4 flow cell lane, following the manufacturer’s protocol. Image analysis, base calling and quality scoring of the run were processed using the manufacturer’s software Real Time Analysis (RTA 1.18.66.3) and followed by generation of FASTQ sequence files by CASAVA 1.8.

### Genome annotation

To improve the gilthead seabream reference genome^37^ annotation for the differential expression analysis, the genome was reannotated, and a de novo transcriptome assembly was generated from which those transcripts not present in the genome assembly were added to the analysis.

#### Genome reannotation

Repeats present in the seabream genome assembly were annotated with RepeatMasker v4-0-7 (http://www.repeatmasker.org) using the zebrafish repeat library included in RepeatMasker. The gene annotation was obtained by combining transcript alignments, protein alignments and ab initio gene predictions. First, the RNA-seq reads were aligned to the genome with STAR v-2.5.3a^85^. Subsequently, transcript models were generated using Stringtie v1.0.4^86^ and PASA assemblies were produced with PASA v2.0.2^87^ by adding also the 114,155 *S. aurata* ESTs present in NCBI (October 2017). Secondly, the complete Actinopterygii proteomes were downloaded from Uniprot in October 2017 and aligned to the genome using Spaln v2.4.7^88^. Ab initio gene predictions were performed on the repeat masked assembly with three different programs: GeneID v1.4^89^, Augustus v3.2.3^90^ and Genemark-ES v2.3e^91^ with and without incorporating evidence from the RNA-seq data. The gene predictors were run with trained parameters for human except Genemark that runs on a self-trained manner. Finally, all the data was combined into consensus CDS models using EvidenceModeler-1.1.1^87^. Additionally, UTRs and alternative splicing forms were annotated through two rounds of PASA annotation updates. Functional annotation was performed on the annotated proteins with Blast2go^92^, using Blastp^93^ search against the nr database (March 2018) and Interproscan^94^ to detect protein domains on the annotated proteins.

The annotation of non-coding RNAs was carried out using the following steps. First, the program cmsearch v1.1^95^ included in the Infernal software^96^ was run against the RFAM v12.0 database of RNA families^96^. The tRNAscan-SE v1.23^97^ was also run to detect the transfer RNA genes present in the genome assembly. To detect the lncRNAs we selected those PASA-assemblies that had not been included into the annotation of protein-coding genes in order to get all those expressed genes that were not translated into a protein. Finally, those PASA-assemblies without protein-coding gene annotation that were longer than 200 bp and whose length was not covered at least in an 80% by a small ncRNA were incorporated into the ncRNA annotation as lncRNAs. The resulting transcripts were clustered into genes using shared splice sites or significant sequence overlap as criteria for designation as the same gene.

#### *Complementing the annotation with *de novo* assembled transcripts*

The RNA-seq reads were assembled with Trinity v2.2.0^98^ allowing for trimming and normalization of the reads. Next, Rapclust v0.1^99^ was run, in which the process of pseudoalignment was first performed with Sailfish v0.10.0^100^, and then Rapclust was used to cluster the assembled sequences into contained isoforms in order to reduce redundancy and to cluster together all the isoforms that are likely to belong to the same gene. For evaluation of the resulting transcriptomes we estimated their completeness with BUSCO v3.0.2^101^ using an Actinopterygii specific dataset of 4584 genes. After obtaining the reference transcriptome, open reading frames (ORFs) were annotated in the assembled transcripts with Transdecoder^102^ and functional annotation was performed on the annotated proteins with Blast2GO, as described above. Finally, the assembled transcripts were mapped against the seabream reference genome assembly with GMAP^103^. Those transcripts for which less than 50% of their length aligned to the genome, and with a complete ORF and functional annotation, were added to the reference genome as separate annotated contigs.

### Differential expression analysis

RNA-seq reads were mapped against the improved version of the seabream reference genome with STAR v2.5.3a using ENCODE parameters for long RNAs. Genes were quantified with RSEM v1.3.0^104^ using the improved annotation. Sample similarities were inspected with a PCA using the top 500 most variable genes and the 'rlog' transformation of the counts. Differential expression analysis was performed with DESeq2 v1.18^105^ with default options, and genes with a false discovery rate (FDR) < 1% were considered significant. Heatmaps with the ‘rlog’ transformed counts of the DEGs were plotted with the ‘pheatmap’ R v1.0.12 package available at the Rstudio v1.2.1335 (http://www.rstudio.com/). Venn diagrams and volcano plots were performed with the ‘VenDiagramm’ v1.6.20 R package and ‘ggplot2’ v3.1.1 R package, respectively, from Rstudio v1.2.1335.

### Gene classification, ontology, and pathway analysis of DEGs

The GO enrichment of DEGs and signaling pathway analyses were performed using the PANTHER v14.1 Classification System and analysis tools (http://www.pantherdb.org/). GO terms and pathways with FDR < 0.05% were considered significant. Scatter plots of pathway analyses were carried out with ‘ggplot2’ R package. Functional category classifications were also done manually using the Uniprot database (https://www.uniprot.org/) and QuickGO browser (http://www.ebi.ac.uk/QuickGO). Interactome analyses were conducted using the STRING database v11.0b^39^ with a high-confidence interaction score (0.9), and plots were performed using Cytoscape v3.8.2 (https://cytoscape.org/). In some cases, selected transcripts were mapped using the KEGG pathway database^106^ (https://www.genome.jp/kegg/pathway.html) and WikiPathways (https://www.wikipathways.org).

### Validation of gene expression by qRT-PCR

The qRT-PCR were carried out as described previously^7,38^, except that in this case the cDNA was synthesized from 13 to 20 ng of total RNA using the AccuScript High-Fidelity 1st Strand cDNA Synthesis Kit (Agilent 200,820) following the manufacturer’s instructions. For qRT-PCR, relative gene expression levels with respect to HGC were determined by the 2^−ΔΔCt^ method, using glutathione-specific gamma-glutamylcyclotransferase 1 (*chac1*) and beta-actin (*bactin*) as reference genes. The analyses were done on three cDNAs synthesized from three different pools of three animals each using technical duplicates. Primer3 v. 0.4.0 software (https://bioinfo.ut.ee/primer3-0.4.0/) was used for primer design. Primer sequences are listed in Suppl. Table S6.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

## Data Availability

The RNA-seq datasets generated in this study have been submitted to Gene Expression Omnibus (GEO) database at the National Center for Biotechnology Information (NCBI) under accession no. GSE173088. Reannotation data from the seabream genome are available at https://denovo.cnag.cat/Saurata.

## Abbreviations

CASA: Computer-assisted sperm analysis
DEGs: Differentially expressed genes
ETDs: Extratesticular ducts
FACS: Fluorescence-activated cell sorting
GnRHR: Gonadotropin releasing hormone receptor
GO: Gene ontology
HGCs: Haploid germ cells
lncRNA: Long non-coding RNAs
OXPHOS: Mitochondrial oxidative phosphorylation
PCA: Principal component analysis
PDGF: Platelet-derived growth factor
qRT-PCR: Real-time quantitative reverse transcription PCR
RIN: RNA integrity number
SPZ_EJ_: Ejaculated spermatozoa
SPZ_I_: Intratesticular spermatozoa
TCA: Tricarboxylic acid cycle
ZP: Zona pellucida

# Supplementary material for: Developmental RNA-Seq transcriptomics of haploid germ cells and spermatozoa uncovers novel pathways associated with teleost spermiogenesis
**Source:** Sci Rep. 2022 Aug 19;12:14162. doi: 10.1038/s41598-022-18422-2
**Supplement:** Supplementary file 3 — Supplementary Information 3.

## Supplementary Table S6

### Nucleotide sequences of the primers employed for qRT-PCR

How the deposited data were processed for this re-analysis (not part of the article)

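RNA was measured by RNA-seq in 4 libraries of HGC and 4 libraries of SPZ_EJ of the gilthead seabream, each library from a pool of 3 males. The libraries were made by oligo-dT priming and PCR amplification without strand information. The authors mapped the reads with STAR to their improved reference and deposited RSEM expected counts per gene, as whole numbers and without normalization. The deposited expected counts were the only measured values used. Each library was assigned to its group and replicate number by its label, and all 8 entered every comparison. Libraries held 15395220 to 30645027 counts, and 3 counts over a group served as the floor of what 0 counts allow. Counting intervals are exact binomial intervals of 95% and, like the floor, cover counting error only, because amplified reads are not independent molecules.

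Differential expression was computed with edgeR 4.0.16. Features were kept by filterByExpr with the group, libraries were scaled by TMM, and SPZ_EJ was compared with HGC by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 21375 features. Calls required an adjusted p below 0.01 and an absolute log2 fold change above 1. The calls of this one fit were then counted among mRNA, lncRNA and short non-coding features as the count table classifies them. A feature was counted as detected only in SPZ_EJ when it was called higher there and had 0 counts in all 4 HGC libraries. The PCA used the 500 most variable features after the rlog transformation of DESeq2 1.42.0, and the spread of a group was the mean distance of its libraries to their centre, compared by an exact permutation test, two-sided, with a smallest p of 0.0286 for 4 against 4 libraries. Other computations used R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

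The names of the count table are product names, given for part of the features. The genes named were fixed by a rule: every gene named in the Results and Discussion that could be tied to a feature, the features with the largest rise and fall among those with no overlap between the groups, and the members of the marker lists. Genes of Tables S1 to S5 were tied to a feature where its log2 fold change and adjusted p, computed with the settings of DESeq2 named in the paper, equalled the printed ones within 0.0005 and 0.5%, so that such a fold change is no independent check of those tables. This join was used for all genes of the tables, although part of the features have product names, which departs from the rule as first written. Other genes were tied by product name. Features outside the rule, such as Saurata1ncB007070 and the oocyte transcripts, were chosen after their values were seen. The names of genes that no feature could be tied to are given as not analysed here, and some genes that the rule names are not reported here. The tables hold 364, 263, 226, 116 and 132 genes as used here, and no enrichment was computed from them. The RefSeq annotation of another assembly was not used.

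Lists of marker genes of leukocytes, erythrocytes, testis somatic cells, duct epithelium and of meiosis and spermatids were written before the counts were seen and tested with camera of limma at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. A list of oocyte transcripts was written from product names after the pattern of *zp3* had been seen and before the values of its members were. Families of enzymes and structural proteins were formed from product names. For the outlying libraries, Dixon's ratio was computed in each group of 4 and set against its 95% critical value, for library measures and for named features with more than 20 counts in the group, and that minimum and the extension to all named features were chosen after the data were seen.

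Alternatives were the default test of DESeq2, limma-voom with sample quality weights, scaling by DESeq2 size factors, by library size only and by the upper quartile, no filter, a filter of at least 10 counts in 4 libraries, other thresholds, omission of the 20 most abundant features, omission of each library in turn, and the replicate number as a block. For detection they were other definitions of absence and thinning of all libraries to 15395220 counts (seed 20221), and for the lists fry and camera with an estimated correlation. For the PCA they were 2000 features, all features that passed the filter, log2 CPM with a prior count of 2 of features that passed the filter, and the thinned counts. These were set before the data were examined. Added after seeing the data were the spread and the share of PC1 over mRNA features only, over mRNA features with a mean of at least 100 counts and without the 20 most abundant features, and the calls without the features of ribosomal RNA types. The label of the PC1 share uses the SD of its values with 1 library left out, 5.56, as its spread.

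The fit was tested on simulated data with the means and library sizes of the real libraries. Of 200 features changed among 20411 (seed 41), 54% were called with the right sign, 87.5% of those changed by a log2 fold change of 4 were called, and 1 unchanged feature was called. Each feature had the same dispersion in both groups, and features of low mean counts were not changed. The simulation therefore does not show how the test behaves under the unequal spread of HGC and SPZ_EJ, or for changes at low counts. A first run of the simulation held an error in how the changes were put in and was corrected without a change of seed. All 35 splits of the 8 libraries into 4 and 4 were fitted. Statistics first computed as correlations over the 4 SPZ_EJ libraries were replaced, after they had been seen, by an SD between libraries for the leukocyte list and by the number of transcripts with the same leading libraries for the oocyte list. The values under 3 other scalings, which all move fold changes upward, were replaced in the same way by the distance of a set's median to that of all tested features (seed 8) as the test of the scaling. The rule for the test of sparse sampling was likewise replaced, after its value had been seen, by the one written beforehand. Immunolocalization, flow cytometry and qRT-PCR results of the paper were not analysed here.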

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

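The tests of the leukocyte list and of the scaling for short non-coding features, the calls without ribosomal RNA features, and the extension of Dixon's test to all named features with its minimum of counts were chosen only after the results were seen. In each group of 4 libraries, the gap between the highest or lowest library and its nearest neighbour was divided by the range of the group, and a ratio above Dixon's 95% critical value set a library apart. Of 358 such tests, 33 exceeded this value, and chance alone gives about 1 in 20, or 17.9. A single case below is therefore weak evidence of anything by itself. The replicates of a group differ in no stated condition, so no biological explanation was tested for a library that lies apart within its group.

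HGC replicate 3 held 30645027 counts, while the other HGC libraries held 19865716 to 21229363. Without it, 10648 features were called, the fewest with any 1 library left out, against 12165 with all libraries. In the same library *ocln* stood at 41.7 CPM, against 32.1 to 33.3 in the other HGC libraries. Why this library was sequenced more deeply stays open.

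SPZ_EJ replicate 1 lay apart in features of immune cells. There *b2m* stood at 2748 CPM, against 1136 to 1400 in the other SPZ_EJ libraries, the 3 *lyz* features at 69.3 CPM, against 11.5 to 15.5, at 68.0 CPM, against 8.32 to 14.2 and at 53.6 CPM, against 23.2 to 28.2, *mrc1* (Saurata1B021433) at 5.85 CPM, against 0 to 0.0650, a *ptprc* feature (Saurata1B042311) at 5.39 CPM, against 0.279 to 1.04 and a *cxcl10* feature (Saurata1B052602) at 28.0 CPM, against 3.02 to 3.77. A share of leukocytes that differs between SPZ_EJ libraries is a candidate explanation. The mean log2 CPM of the leukocyte list was 5.76, 5.31, 5.19 and 4.96 in replicates 1 to 4, an SD of 0.336, while random lists of the same size and mean expression had a median SD of 0.120 (permutation p = 0.0058 from 10000 lists). The list includes several of the genes named here, so the test is not independent of them. A difference between the pools of males and a response within the cells stay open.

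In the same library *krt8* stood at 784 CPM, against 152 to 258, *mapk12* (Saurata1B004620) at 17.3 CPM, against 4.48 to 5.39 and the lncRNA Saurata1ncB007070, which was chosen after its values were seen, at 1.04 CPM, against 31.1 to 37.0 in the other SPZ_EJ libraries. The leukocyte list says nothing of these, and no explanation was tested for them.

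SPZ_EJ replicate 2 lay apart in Saurata1ncB091133, a feature of a small-subunit rRNA type, at 41942 CPM, against 465 to 4014 in the other SPZ_EJ libraries. Further features of this library were *tex11* at 17.2 CPM, against 1.56 to 3.84, *spef1* at 4.55 CPM, against 0.0457 to 0.453, *kcng4* at 6.50 CPM, against 3.69 to 4.11, *tyro3* (Saurata1B054412) at 5.26 CPM, against 1.92 to 2.40, *ctss* (Saurata1B027300) at 4.03 CPM, against 1.73 to 2.01, *adcy9* (Saurata1B017930) at 3.51 CPM, against 0 to 0.548 and *camk2d* (Saurata1B001743) at 0.260 CPM, against 1.28 to 1.46. A few abundant rRNA features that distort the scaling are argued against as a cause of the calls between the groups. Without the features of rRNA types 12235 features were called, against 12165 with them. Whether rRNA carried into this library or a difference between pools lies behind its rRNA level stays open, and a share of spermatids or meiotic cells in it, for *tex11* and *spef1*, was not tested.

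For SPZ_EJ replicate 3 the features were *abhd12* (Saurata001041) at 15.2 CPM, against 5.26 to 5.85, *slc12a2* (Saurata1B041271) at 1.28 CPM, against 0.453 to 0.548 and *pecam1* (Saurata1B020494) at 3.52 CPM, against 2.42 to 2.60, and for SPZ_EJ replicate 4 a low-level *fhl2* feature (Saurata1B015971) at 1.97 CPM, against 0 to 0.130 in the other SPZ_EJ libraries. The call of this *abhd12* feature was lost without SPZ_EJ replicate 3 (adjusted p = 0.0269 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.0102 to 0.0329 over the alternatives under which it was lost). *abhd12* has 4 features in the table, between which reads are divided. No explanation was tested.

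Among HGC libraries, replicate 1 lay apart in 5 features of immune cells, *mpeg1* at 22.1 CPM, against 0.521 to 4.19, *mrc1* (Saurata1B004095) at 12.6 CPM, against 3.82 to 5.17, *cd163* (Saurata1B042634) at 5.21 CPM, against 0.623 to 1.22, *cxcl10* (Saurata1B031356) at 5.71 CPM, against 0.0579 to 0.523 and *cd79a* at 1.36 CPM, against 0.116 to 0.291 in the other HGC libraries. Replicate 4 lay apart in *hba* at 286 CPM, against 2.89 to 49.5, *cd163* (Saurata001182) at 2.62 CPM, against 0 to 0.291, *tspan13* (Saurata1B030239) at 2.62 CPM, against 0.571 to 0.748 and *ctss* (Saurata1B043405) at 0.930 CPM, against 0.143 to 0.249. Blood cells in unequal amounts between HGC preparations were not tested. Leukocytes in HGC would lower the rise of the leukocyte genes in SPZ_EJ, whereas erythrocytes in HGC would add to the fall of the erythrocyte genes.

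The short non-coding features of the count table, for which the paper reports no comparison, gave 14 calls of 21 tested, all higher in SPZ_EJ, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By the type names of the table they were 1 of 7SK, 2 of Archaea_SRP, 1 of Fungi_U3, 2 of Plant_SRP, 2 of Protozoa_SRP, 1 of SCARNA2, 1 of SSU_rRNA_archaea, 1 of Telomerase-vert, 2 of U2 and 1 of U3. The scaling of the libraries, which moves all features alike, is argued against as the whole cause, since the median log2 fold change of the 21 tested features lay 3.08 above that of all tested features (permutation p = 0.001 from 10000 random sets of as many features). Oligo-dT priming does not target RNAs without a poly(A) tail, and several type names are those of other kingdoms, so what these features are stays open, as does a difference between SPZ_EJ and HGC cells, which was not tested further.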

How the results depend on the processing

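The spread and the share of PC1 over mRNA features only, over mRNA features with a mean of at least 100 counts and without the 20 most abundant features, the calls without the features of rRNA types, and the count of splits were tests chosen only after the results were seen. By edgeR's quasi-likelihood test, the number of called features (DEGs, all features) was 12165 and lay between 10600.0 with a log2 fold change limit of 2 and 18238 with the default test of DESeq2. That of mRNAs (DEGs, mRNA) was 8540 and lay between 7060.0 with the same limit and 10017 with an adjusted p below 0.05, and leaving out 1 library gave 7298 to 8930.0. Without the features of rRNA types, 12235 features, 8562 mRNAs and 3660.0 lncRNAs were called. Of the 12165 features, 11588 were also called by DESeq2, 12050 by limma-voom and 10598 with library size only.

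Counts of higher and lower calls moved with the scaling. Higher and lower calls numbered 6894 and 5271 with TMM (56.7% higher), 7372 and 4976 with DESeq2 size factors (59.7% higher), 7789 and 4614 with the upper quartile (62.8% higher) and 8475 and 3706 with library size only (69.6% higher). The default test of DESeq2 gave 12934 and 5304 (70.9% higher), with 47026 lncRNAs tested in place of 6052 and a median shift of 0.05, so this share is not comparable with the others. Among mRNAs 42.9% of calls were higher with TMM, 57.5% with library size only, 49.8% with the upper quartile and 46.1% with DESeq2 size factors. The median log2 fold change of all features was 0.45 with TMM and moved by 0.15 with DESeq2 size factors, 0.73 with library size only, 0.35 with the upper quartile and -0.51 without a filter. It moved by -0.21, -0.27, -0.22 and -0.21 without HGC replicates 1 to 4, by -0.11 without SPZ_EJ replicate 1 and by 0.12 without SPZ_EJ replicate 4. A direction of a single family or gene near these shifts is therefore relative to the scaling, the filter and the libraries used, and the cause was not tested.

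The number of lncRNAs (DEGs, lncRNA) was 3611, of which 3221 were higher. It was 9062, with 8562 higher, under DESeq2, which tested 47026 lncRNAs because of its lower filter. With no filter, edgeR's test called 4071 of 125563, so the number tested does not by itself account for the difference. Leaving out 1 library gave 3333 (without HGC replicate 3) to 6332 (without SPZ_EJ replicate 1), and for those higher (DEGs, lncRNA, higher in SPZ_EJ) 3008 to 5868 without the same libraries. Under the other alternatives it stayed within 1.5 times its value. Without SPZ_EJ replicate 1, more lncRNAs passed the filter, 9203 in place of 6052. Without 1 HGC replicate, 9702 to 9770 passed, yet only 3333 to 3782 were called. Passing the filter therefore does not by itself account for the rise without SPZ_EJ replicate 1. The cause was not tested.

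The mRNAs with 0 HGC counts (features detected only in SPZ_EJ, mRNA) numbered 91, and 91 again with a count below 1 in every HGC library and 104 after thinning. They numbered 226 with no filter and 357 with DESeq2. With an HGC mean below 1 CPM they numbered 1896, and 4237 with any count in 1 SPZ_EJ library and no test. Leaving out HGC replicates 1 to 4 gave 254, 190.0, 203 and 304, and leaving out SPZ_EJ replicates 1 to 4 gave 141, 129, 124 and 105. The lncRNAs (features detected only in SPZ_EJ, lncRNA) numbered 236, and 259 after thinning. They numbered 1230 with no filter, 3447 with DESeq2, 2712 with an HGC mean below 1 CPM and 90516 with any count. Leaving out HGC replicates 1 to 4 gave 786, 715, 738 and 942, and SPZ_EJ replicates 1 to 4 gave 917, 353, 374 and 269. Part of this follows from construction, since 3 libraries are more often all at 0 than 4 are. A looser definition of absence, or no test, likewise admits more features.

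For the spread of libraries (within-group spread), the ratio of SPZ_EJ to HGC was 4.96. It stayed above 1 with 2000 features (5.74), all features that passed the expression filter (1.70), thinned counts (5.23), mRNA features only (3.69) and abundant mRNA features (1.68), each with an exact permutation p of 0.0286, the smallest possible. With log2 CPM and a prior count of 2, over the most variable features that passed the expression filter, it was 0.932 (exact permutation p = 0.371), so no difference was detectable. The feature set changed there together with the transformation, and which of them is the cause was not tested. Leaving out 1 library gave 3.15 (without SPZ_EJ replicate 2) to 8.52 (without HGC replicate 1), with ratios of 3.18 without SPZ_EJ replicate 4, 7.21 without HGC replicate 4 and exact permutation p values of 0.0571, the smallest that 3 against 4 libraries can give, so this says nothing about the threshold. The share of PC1 (PC1 variance) was 74.8%, 91.4% with log2 CPM, 58.1% over mRNA features only, 84.1% over abundant mRNA features, and 71.7% (without SPZ_EJ replicate 4) to 89.9% (without SPZ_EJ replicate 3) with 1 library left out, including 80.9% without SPZ_EJ replicate 1. The causes of these were not tested.

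Of 99 named features tested (named gene fold changes), 86 were called, 81 (without HGC replicate 2) to 88 (limma-voom) under the alternatives. Features of *gnrhr*, *abhd12*, *ptprc*, *kcnh1*, *ildr1*, *aqp3a*, *apbb1*, *ldhb* and *ccr6* changed. gnrhr (Saurata1B000548), not called, changed sign with library size only (log2 fold change 0.24 in place of -0.41, adjusted p = 0.678 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the cause was not tested. A called feature lost its call 4 times with no filter, 5 times without HGC replicate 2, 4 times without HGC replicate 1 or 3, and 2 times or fewer under any other alternative. *apbb1* lost its call with library size only (adjusted p = 0.0569, same test) and without SPZ_EJ replicate 3 (0.0136). *ldhb* and *ccr6* (Saurata1B043660) gained a call with DESeq2, limma-voom and library size only, and *ldhb* also with no filter (adjusted p = 9.71e-08, same test).

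Among the gene lists (candidate source lists), 2 passed at an adjusted p below 0.05, leukocyte and meiosis and spermatid, under each scaling, with fry and without any 1 library. With camera and an estimated correlation 0 passed, although by unadjusted p the meiosis and spermatid list did (p = 0.0106 from camera over genes), and fry passed 2. The leukocyte list (candidate source lists, leukocyte) had an adjusted p of 4.57e-10 with camera, 6.80e-05 with fry, 1.65e-09 to 5.57e-09 with other scalings, 1.31e-10 to 1.17e-07 with 1 library left out and 0.284 with an estimated correlation. The meiosis and spermatid list (candidate source lists, meiosis and spermatid) had 2.41e-06, 1.20e-06 with fry, 2.33e-08 to 9.98e-07 with other scalings, 2.97e-08 to 1.20e-06 with 1 library left out and 0.0530 with an estimated correlation. An estimated correlation admits that the genes of a list vary together, by which they count for less, and the preset value assumes little of this.

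The other lists passed in no setting but 1. The erythrocyte list (candidate source lists, erythrocyte) had an adjusted p of 0.170, 0.0575 to 0.688 over the tests and scalings, and 0.0333 (without HGC replicate 2, where it passed) to 0.174 (without SPZ_EJ replicate 4). The list of duct epithelium (candidate source lists, duct epithelium) had 0.800, 0.202 to 0.856 over the tests and scalings, and reversed its direction without HGC replicates 1 to 4 (0.884, 0.931, 0.732 and 0.880) and without SPZ_EJ replicate 2 (0.781), so 0.732 to 0.931 with 1 library left out. That of testis somatic cells (candidate source lists, testis somatic) had 0.633, 0.0575 to 0.813 over the tests and scalings, 0.732 to 0.986 with 1 library left out, and reversed without HGC replicate 2 (0.986). The causes were not tested.

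The replicate numbers gave little sign of pairing the samples, and pairs under other numbers were not examined. Across features, which are not independent replicates, the deviations of same-numbered libraries from their group means had a Pearson r of 0.117, 0.0155, 0.0125 and 0.0818. With the number as a replicate block, 10889 features, 7793 mRNAs and 3081 lncRNAs were called and 2 lists passed. Among the named features, *kcnh1* was then not called (adjusted p = 0.0108 by edgeR's quasi-likelihood test) and *ldhb* was (adjusted p = 0.00619, same test).

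Of 35 splits of the libraries into 4 and 4, 1 gave as many calls as the real one, the real one itself. This held for all features, for mRNAs and for lncRNAs. A share of 1 in 35 is the smallest these splits can give, and every other split mixes HGC and SPZ_EJ libraries within its groups. The result argues against chance for these counts and does not exclude it. Depth limits what 0 counts can exclude. With a floor of 3 counts over the group, 0 counts in HGC exclude no more than a level above 0.0413 CPM. In the simulated data 54% of the changed features were called with the right sign, a share that was not split by level or depth. Features of low mean counts were not among those changed.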

Differences from the paper's values

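The count of splits and the calls without the features of rRNA types were tests chosen only after the results were seen, and neither is used in the comparisons here. The alternatives named were set before the data were examined. A count or share is said to differ where it is more than 1.5 times the paper's value or the reverse, and a fold change where it lies farther from the paper's than its SE, so a value that does not differ can still be unequal. For mRNAs detected only in SPZ_EJ the paper reports 239, and 236 at a later place, while 91 were found here by edgeR's test with 0 counts in every HGC library. The value lies within 1.5 times the paper's 239 with no filter (226) and under DESeq2 (357). Without HGC replicate 1, 2, 3 or 4 (254, 190.0, 203 and 304) it does so too. It differs with a count below 1 (91), an HGC mean below 1 CPM (1896), any count (4237), thinned counts (104) and without SPZ_EJ replicates 1 to 4 (141, 129, 124 and 105). Against the paper's 236, it lies within 1.5 times with no filter (226) and without each HGC replicate. It differs from 236 under DESeq2 and the other alternatives listed.

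For called lncRNAs the paper reports 9059, and 3611 were found here. Under the default test of DESeq2 (9062) and without SPZ_EJ replicate 1 (6332) the value lies within 1.5 times the paper's, and under the remaining alternatives it differs. For lncRNAs higher in SPZ_EJ the paper reports 5114, and 3221 were found here. The value lies within 1.5 times the paper's with limma-voom (3664), DESeq2 size factors (3421), library size only (3801), the upper quartile (3517), no filter (3553), an adjusted p below 0.05 (3817), without SPZ_EJ replicate 1 (5868) and without the 20 most abundant features (3424). It differs under DESeq2 (8562), with at least 10 counts in 4 libraries (3170.0), with no fold change limit (3221) or one of 2 (3172), with the replicate number in the design, and without HGC replicates 1 to 4 or SPZ_EJ replicates 2 to 4. At a later place the paper gives 8560 lncRNAs in SPZ_EJ. Set against the 3221 called higher here, this differs, while DESeq2 (8562) and the omission of SPZ_EJ replicate 1 (5868) give values within 1.5 times of it.

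The paper's share of called lncRNAs that were higher is 56%, and 89.2% was found here, with every alternative between 87.3% and 94.5% and thus also differing. For the share of higher lncRNAs found in SPZ_EJ alone the paper reports 67%, and 7.33% was found here, 6.18% to 40.3% over the alternatives, which also differ. These shares depend on what they are taken over. In the paper's text the number 3446 stands for higher mRNAs and in Fig. 2d for lncRNAs found in SPZ_EJ alone (3447 here under DESeq2), and the paper's 5114 and 3446 add up to its 8560. Higher lncRNAs that also had counts in HGC, a count added after the values were seen, numbered 2985 here, which differs from the paper's 5114. Their number lies within 1.5 times the paper's under DESeq2 (5115), limma-voom (3428), library size only (3565), an adjusted p below 0.05 (3581) and without SPZ_EJ replicate 1 (4951), and differs under the remaining alternatives. They made up 82.7% of the called lncRNAs here and 56.4% under DESeq2, both within 1.5 times the paper's 56%, as are the remaining alternatives except library size only (87.6%) and the upper quartile (85.4%). LncRNAs found in SPZ_EJ alone came to 7.91% of their number here, which differs from the paper's 67%, while 67.4% under DESeq2 and 53.0% with no filter lie within 1.5 times of it and the remaining alternatives differ. The number of called lncRNAs with 0 counts in every SPZ_EJ library, 41 under DESeq2, matches the number printed in Fig. 2d.

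For *apbb1* the paper gives a log2 fold change of 10.08, and the feature with that product name had -1.92 here, from -2.59 to -1.10 over the alternatives, each of which differs from the paper's value. The default test of DESeq2 left 0 of the 1101 printed rows of Tables S1 to S5 without a matching feature, yet gave this one -1.76. This argues against the feature being the gene the paper lists, so the difference is no evidence of a reversed result. By edgeR's test, 8540 mRNAs were called and 3659 were higher in SPZ_EJ, within 1.5 times the 7286 and 3446 of the paper's text. The default test of DESeq2, with 9152 and 4349, is also within 1.5 times but lies farther from both.

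The paper states that many OXPHOS genes were higher in SPZ_EJ. Of 50 tested here, 5 were called higher and 8 lower, and the median log2 fold change was 0.04. Higher calls outnumber lower calls with library size only (8 and 1), the upper quartile (8 and 4), DESeq2 size factors (6 and 4) and the default test of DESeq2 (5 and 4), and equal them with no filter and without SPZ_EJ replicate 3 or 4 (4 and 4 each). In its Discussion the paper states that enzymes of the TCA cycle were in general higher, while 3 of 22 were called higher and 7 lower here (5 and 5 with library size only). Its Results state that most of them were lower or unchanged, which the tally here also gives. Its statements on cytosolic ribosomal proteins, glycolysis, the PP pathway, *fbp1* and the axoneme have the same direction as the tallies here.

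The paper counts *ldhb* and a *ccr6* feature among its higher genes, and neither Saurata1B047951 nor Saurata1B043660 was called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 0.0193 and 0.0214), whereas both were called by DESeq2, limma-voom and library size only, and Saurata1B047951 also with no filter and with the replicate number in the design. The paper also lists as higher *ZP2*, *alox15b*, *h2a.2.2*, *h2b.l4*, *tmprss9*, *kif20a*, *sybu*, *slc22a5*, *slc24a2*, *arhgap11b*, *adcy9* and *kcnc4*, which did not pass the expression filter here and were not tested. DESeq2 called all of these higher, for *adcy9* in 1 of its 3 features, and edgeR's test with no filter called all but *kcnc4*, again with 1 feature of *adcy9*. With no filter, edgeR's test gave *ZP2* an adjusted p of 5.74e-24, although SPZ_EJ replicates 1 and 2 held 0 counts of it (exact permutation p = 0.429). A call with no filter is therefore weak support for a gene whose counts lie in few pools.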

Other observations

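The tests of library size for the lncRNAs and for the spread, of leukocyte RNA as a set, of the scaling, and of germ cells as a source of oocyte transcripts were chosen only after the results were seen, as were the spread over abundant mRNAs and without the most abundant features, the calls without rRNA features, and the whole oocyte list. The statistics of the leukocyte share and of the oocyte list and the reading of the test of sparse sampling were also settled after values had been seen.

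More lncRNAs held counts in SPZ_EJ libraries than in HGC libraries. A difference in library size is argued against by its direction. The HGC libraries were the larger ones, with 19865716 to 30645027 counts against 15395220 to 17886675 in SPZ_EJ. Thinning takes more counts from HGC, so its result is no separate test. After it the SPZ_EJ library with the fewest held 22546 and the HGC library with the most 17957. Sparse sampling of different molecules in each SPZ_EJ library would leave most lncRNAs of one library without counts in another, and this is argued against between SPZ_EJ replicates 2 and 4 only, for lncRNAs with at least 20 counts. Of 15101 such lncRNAs in SPZ_EJ replicate 2, 2.44% held 0 counts in replicate 4, against 0.661% of mRNAs of the same counts, and in the other direction 3.02% of 18160.0 against 4.24%. The other pairs were looked at after this. 49.0% of such lncRNAs in replicate 2 and 51.0% in replicate 4 held 0 counts in replicate 1, against 9.51% and 11.9% of mRNAs of the same counts, and 18.3% and 15.4% held 0 counts in replicate 3, against 3.61% and 4.53%. Of those in replicate 1 or 3, 0.839% to 6.40% held 0 counts in another SPZ_EJ library. Sparse sampling therefore stays open for the lncRNAs that replicates 2 and 4 hold and replicate 1 or 3 lacks. Between HGC libraries the share ranged from 0.673% to 2.17%. LncRNAs with fewer counts were not tested in this way, and copies that share reads by the model of RSEM would also reappear, so both stay open. The test of genomic DNA was void. Of 6876 mRNA features with 0 counts in the other 6 libraries, 28.4% took counts in SPZ_EJ replicate 2 or 4, against 62.1% of 90695 such lncRNAs, but the lncRNA models were assembled in part from these same reads, so the percentages are not comparable. Genomic DNA and RNA transcribed in or taken up by the SPZ_EJ cells cannot be told apart here, since no library of DNA or of untranscribed regions was analysed.

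Of 41 tested features of the leukocyte list, 38 were called higher and 39 had all 4 SPZ_EJ libraries above every HGC library, with a median log2 fold change of 5.64. The list has 32 symbols, of which 22 have a feature, and 54 features, so that several features share a symbol. In HGC 50 of the 54 features also held a count and 22 of those tested had a mean of at least 1 CPM, 3 symbols (*h2-aa*, *ptprc* and *rac2*) are named by the paper, and 0 are in another list. The count adjusted over the list alone was 38 higher at the same limits, with edgeR's quasi-likelihood test. RNA of leukocytes in the SPZ_EJ preparations and expression of these genes by the spermatozoa, which is the comparison the design makes, cannot be told apart, since both would raise the list as camera found it (adjusted p = 4.57e-10). The most abundant members were *cd74* at 2467 against 21.8 CPM in HGC, *b2m* at 1631 against 34.7, a further *cd74* feature at 1187 against 541, *coro1a* at 696 against 36.4, *lcp1* at 445 against 5.24, *ctss* at 391 against 2.13 and *mpeg1* at 297 against 6.99, and 10 of the 10 most abundant were called higher. The median of the leukocyte list lay 6.25 above that of 35 features of the 3 other somatic lists (permutation p = 1e-05, the smallest that 100000 permutations can give). The permutation treats features that share a symbol as independent. A lower share of the main cell type, which raises the markers of all other types, cannot be decided by this. Most tested features of those 3 lists had an HGC mean of at least 1 CPM, which lowers their fold changes whatever SPZ_EJ holds. The scaling, which moves all features alike, is argued against as the whole cause, since the median of the list lay 5.18 above that of all tested features (permutation p = 0.0001, the smallest that 10000 random sets can give). Vesicles from other cells also stay open. The estimated correlation of this list leaves it short of the threshold (adjusted p = 0.284), and the range over its alternatives is 1.31e-10 to 0.284.

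The other lists gave no call except meiosis and spermatid. Of 8 erythrocyte features tested (median log2 fold change -3.72, 8 with an HGC mean of at least 1 CPM), adjusted over the list alone 1 was higher and 6 lower, with an adjusted p of camera of 0.170 (0.0333 to 0.688 over the alternatives). Of 13 testis somatic features (median 1.19, of which 1 at a bound, 8 with an HGC mean of at least 1 CPM), adjusted over the list alone 6 were higher and 3 lower (adjusted p = 0.633 by camera, 0.0575 to 0.986 over the alternatives). Of 14 features of duct epithelium, 10 had an HGC mean of at least 1 CPM, and adjusted over the list alone 6 were higher and 4 lower (adjusted p = 0.800 by camera, 0.202 to 0.931 over the alternatives). Here the median (-0.45), the mean (0.35) and the test (lower) differ in sign, and the median was 0.35 with library size only. The most abundant tested members of these lists were *slc4a1* at 170.2 CPM in SPZ_EJ and 13.3 in HGC, *hbb* at 6.76 CPM in SPZ_EJ and 105 in HGC and *hba* at 4.87 CPM in SPZ_EJ and 87.5 in HGC for erythrocytes, *myh11* at 493 CPM in SPZ_EJ and 216 in HGC, *tagln* at 308 CPM in SPZ_EJ and 34.6 in HGC and *col1a1* at 10.8 CPM in SPZ_EJ and 182 in HGC for testis somatic cells and *krt18* at 513 CPM in SPZ_EJ and 3.59 in HGC and *krt8* at 361 CPM in SPZ_EJ and 13.5 in HGC for duct epithelium. All 11 features of meiosis and spermatids were lower (median -5.37, adjusted p = 2.41e-06 by camera, 2.33e-08 to 0.0530 over the alternatives). All 11 had an HGC mean of at least 1 CPM, and 11 were lower adjusted over the list alone. The list has 28 symbols, of which 11 have a feature. Of its symbols, 4 are named by the paper, *cfap70*, *dnah12*, *spef1* and *spef2*. The feature tied to *dnah12* by the paper's printed values rose and is therefore not among these 11. The most abundant member of the list was *sycp1* at 71.1 CPM in SPZ_EJ and 3540.1 in HGC. No symbol stood in more than 1 list.

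The SPZ_EJ libraries lay farther from their centre than the HGC libraries, with a ratio of 4.96. A difference in library size is argued against by a ratio of 5.23 after thinning, and counting noise of low-count features by 1.68 over mRNA features with a mean of at least 100 counts, each with every SPZ_EJ library beyond every HGC library. A few genes taking most of the counts cannot be told apart from the rest, since the 20 most abundant features are not among the 500 of the PCA and the ratio without them, 4.96, is the same by construction. With log2 CPM of features that passed the expression filter the ratio was 0.932, so a dependence on the transformation or on the features admitted may be part of it. Differences in cell composition, RNA integrity or cell input between SPZ_EJ pools stay open.

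In SPZ_EJ replicate 2, features of rRNA types took 31.8% of the counts, against 10.8% to 15.2% in the other SPZ_EJ libraries and 11.5% to 14.6% in HGC. A few rRNA features taking most of the counts are argued against as a source of the calls, since 12235 features were called without them. What raised the share stays open, and no biological explanation was tested, as no condition is stated for single replicates.

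Counts of *zp3* lay in SPZ_EJ replicates 3 and 4. RNA of oocytes in these preparations is a candidate explanation, tested on 14 oocyte products with 16 features of sufficient counts. The same libraries led, in the same order as for *zp3*, in 15 of the 16, against a median of 3 and a highest value of 9 in random lists of mRNAs of the same mean expression (permutation p = 0.0001, the smallest that 10000 lists can give). Over all mRNAs 14.6% have these leading libraries. The exception was the oocyte zinc finger 19. In SPZ_EJ replicates 1 to 4 the product cytoplasmic polyadenylation element-binding 1 stood at 1.18, 1.17, 85.5 and 164 CPM, histone RNA hairpin-binding (Saurata1B032948) at 0.0348, 0.260, 86.8 and 198, Wee1 kinase 2 at 1.67, 0.325, 57.9 and 124, LIM homeobox Lhx8 (Saurata1B008493) at 0.104, 0.195, 32.8 and 82.7, Y-box-binding 2-B at 0.661, 0.390, 25.1 and 60.7, and factor in the germline alpha at 0.174, 0.975, 10.7 and 27.6. G2 mitotic-specific cyclin-B1 was most abundant of all, at 29.7, 76.5, 507 and 1044, below every HGC library (2082 to 3922 CPM). RNA of germ cells like those of HGC is argued against, since in 11 of the 16 the highest SPZ_EJ library lay above every HGC library, while 5 have an HGC mean of at least 10 CPM. The study material is testis and ejaculate and the list was drawn up after *zp3* had been seen. Germ cells of other stages, carry-over between samples, and a difference between the pools of males stay open.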
